# MicroRNA expression profile in retina and choroid in oxygen-induced retinopathy model

**DOI:** 10.1371/journal.pone.0218282

**Published:** 2019-06-12

**Authors:** Michel Desjarlais, Jose Carlos Rivera, Isabelle Lahaie, Gaël Cagnone, Maëlle Wirt, Samy Omri, Sylvain Chemtob

## Abstract

**Background:**

Ischemic retinopathies (IRs) are leading causes of visual impairment. They are characterized by an initial phase of microvascular degeneration and a second phase of aberrant pre-retinal neovascularization (NV). microRNAs (miRNAs) regulate gene expression, and a number play a role in normal and pathological NV. But, post-transcriptional modulation of miRNAs in the eye during the development of IRs has not been systematically evaluated.

**Aims & methods:**

Using Next Generation Sequencing (NGS) we profiled miRNA expression in the retina and choroid during vasodegenerative and NV phases of oxygen-induced retinopathy (OIR).

**Results:**

Approximately 20% of total miRNAs exhibited altered expression (up- or down-regulation); 6% of miRNA were found highly expressed in retina and choroid of rats subjected to OIR. During OIR-induced vessel degeneration phase, miR-199a-3p, -199a-5p, -1b, -126a-3p displayed a robust decreased expression (> 85%) in the retina. While in the choroid, miR-152-3p, -142-3p, -148a-3p, -532-3p were upregulated (>200%) and miR-96-5p, -124-3p, -9a-3p, -190b-5p, -181a-1-3p, -9a-5p, -183-5p were downregulated (>70%) compared to controls. During peak pathological NV, miR-30a-5p, -30e-5p and 190b-5p were markedly reduced (>70%), and miR-30e-3p, miR-335, -30b-5p strongly augmented (by up to 300%) in the retina. Whereas in choroid, miR-let-7f-5p, miR-126a-5p and miR-101a-3p were downregulated by (>81%), and miR-125a-5p, let-7e-5p and let-7g-5p were upregulated by (>570%) during NV. Changes in miRNA observed using NGS were validated using qRT-PCR for the 24 most modulated miRNAs. *In silico* approach to predict miRNA target genes (using algorithms of miRSystem database) identified potential new target genes with pro-inflammatory, apoptotic and angiogenic properties.

**Conclusion:**

The present study is the first comprehensive description of retinal/choroidal miRNAs profiling in OIR (using NGS technology). Our results provide a valuable framework for the characterization and possible therapeutic potential of specific miRNAs involved in ocular IR-triggered inflammation, angiogenesis and degeneration.

## Introduction

Ischemic retinopathies (IRs) such as retinopathy of prematurity (ROP) and diabetic retinopathy (DR) remain the leading causes of visual impairment and blindness worldwide^1^. IRs are characterized by an initial phase of microvascular degeneration followed by ischemia and a subsequent phase of pathological pre-retinal neovascularization (NV). Several mechanisms that control microvascular development and vascular repair are altered during IRs [1,2] including those related to the expression of microRNAs (miRNAs), a family of non-coding RNAs (20–25 nucleotides) involved in post-transcriptional regulation of genes [3,4]. miRNAs regulate a wide range of physiological and pathological process [5,6]. miRNAs can repress their targets by inhibiting protein translation or by degrading specific mRNA with a perfectly complementary target binding sequence (miRNA/mRNA) [6]. It is estimated that miRNAs negatively regulate the expression of more than 60% of genes involved in various cellular processes such as oxidative stress, apoptosis/survival, autophagy, inflammation, cell migration, proliferation and growth [7]. As anticipated, the level of miRNA expression differs between cells types and pathological states [5–7], suggesting a critical role of miRNAs in the progression of various diseases including cancer [7], cardiovascular diseases [8], degenerative diseases [9], and retinopathies [3,10].

miRNAs are key regulators of blood vessel development [11] and have been implicated in pathological retinal and choroidal neovascularization [10]. But the role of endogenous miRNAs in IRs (mostly as it applies to the choroid) remains poorly understood. This is particularly relevant since modulation of miRNA activity with mimics and antagomiRs has potential therapeutic value [4,11–13]. Therefore, using the advanced next generation sequencing (NGS) technology [14,15] we evaluated the miRNA expression profile in the retina and choroid in the IR model of oxygen-induced retinopathy (OIR), and proceeded to predict targets associated with abnormal vascular development.

## Materials and methods

### Animal care

All animal experimental procedures were performed with strict adherence to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and approved by the Animal Care Committee of the Hospital Maisonneuve-Rosemont in accordance with guidelines established by the Canadian Council on Animal Care.

### Oxygen-induced retinopathy model in rats

We used an established model of oxygen-induced retinopathy (OIR) in rats [16], to evaluate the miRNAs expression profiles in retinal and choroidal tissues during the pathological progress of this disease. This model is characterized by a first phase of progressive microvascular degeneration that occurs during cycling oxygen (50% - 10% every 24 hours) between days 1 and 14, followed by a second phase of abnormal pathological NV that take place when pup rats are return to room air between days 14 and 17 (**S1 Fig and Fig 1A**). Approximately 4 h after birth, litters of Sprague-Dawley albino rats (Charles River, St. Constant, QC, Canada) were placed with their mothers in an oxygen-regulated environment (OxyCycler A820CV; BioSpherix, Ltd., Redfield, NY,USA) adjusted to alternate between 50% and 10% oxygen every 24 hours for 14 days (OIR group). At postnatal (P) day 14, rat pups were transferred to room air (21% O_2_) for 3 days (P17) [17]. Age-matched normoxic control rat pups (CTRL) were kept in room air (21% O_2_) throughout the experiment. OIR and CTRL rat pups were anesthetized with isoflurane (2%) and euthanized by decapitation at P7, P14 and P17; these ages correspond respectively to early vascular degeneration, end of vascular degeneration phase and pre-retinal NV in the OIR model. Eyes were immediately enucleated for retinal and choroidal dissection, and rapidly processed for RNA extraction using TRIZOL according to the manufacturer’s protocol (Invitrogen, Thermo Fisher Scientific Corporation, Carlsbad, CA, USA).

**Fig 1:**
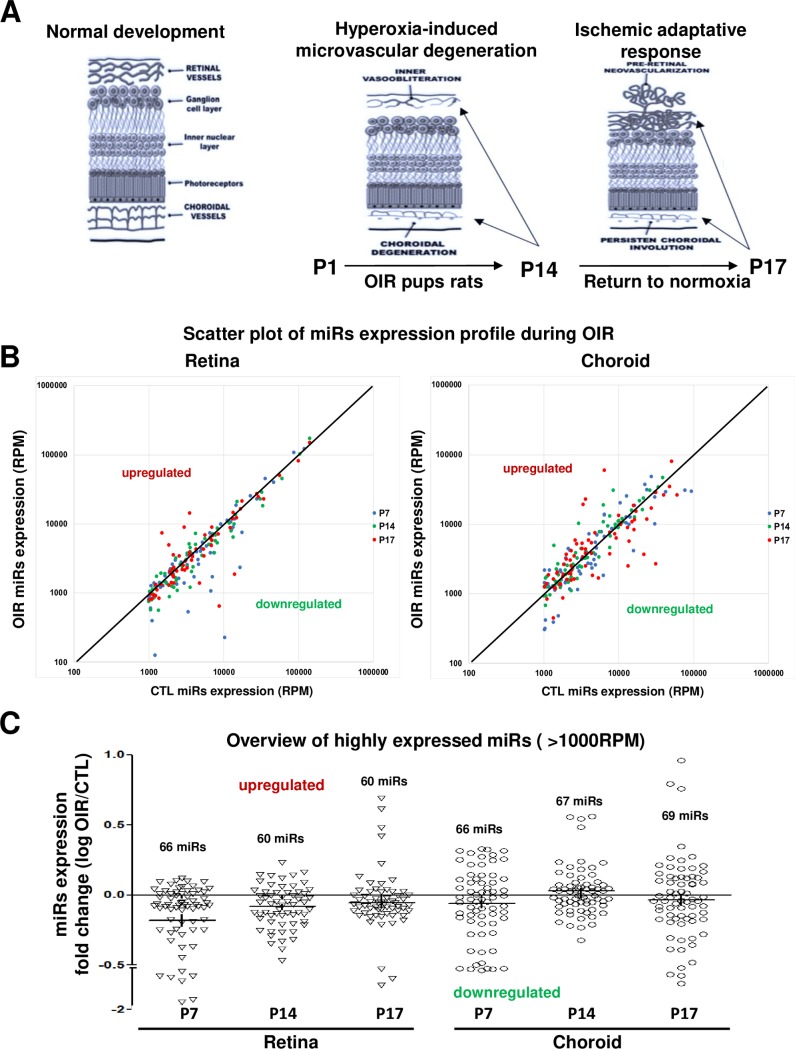
Overview of differential-expression profile of miRNAs in the retina and choroid of rats subjected to OIR. **A**. Schematic representation of OIR-induced pathological effects on microvascular development in the retina and choroid at different postnatal ages (P). Hyperoxia exposure leads to vessel degenerations (P1 to P14). At P17 (return to normal room air for 3 days), one observes pathological neovascularization (NV) pre-retinally associated with persistent vessel degeneration in the choroid. **B and C**. Scatter plot of miRNA expression alteration during OIR (RPM) (**B**) and overview of highly expressed miRNAs (more than 1000 reads per million [RPM]) in retinal and choroidal tissues and their differential-expression profile (log fold change: OIR/CTL) (**C**) assessed by next generation sequencing (NGS). Data are log RPM fold change ratio (OIR/CTL) of 5 rats/group.

### miRNA isolation and next generation sequencing analyses

Total RNA was extracted from retinas and choroid tissues from OIR and CTRL groups at P7, P14 and P17, using the miRNeasy mini kit (Qiagen) according to the manufacturer’s protocol. Quantification of total RNA was made with a nanodrop and 1 μg of total RNA was used for library preparation. Quality of total RNA was assessed with the BioAnalyzer Nano (Agilent) and all samples had a RIN above 8. Library preparation was done with the Truseq Small RNA library preparation kit (Illumina, Cat no. RS-200-0012). Eleven PCR cycles were required to amplify libraries. Libraries were quantified with a nanodrop and the quality was assessed with the BioAnalyzer High Sensitivity (Agilent). All libraries were diluted to 10 nM, normalized and pooled (n = 5) to equimolar concentration based on Miseq v2 50 cycles using 7pM of pooled library. Sequencing was performed with the Illumina Hiseq2000 using the Hiseq Reageant Kit v3 (200 cycles, pairedend) and 1.7 nM of the pooled library. Around 70 million paired-end reads were generated per sample. Quantification includes the raw read count, as well as normalized expression level as RPM values (reads per million reads mapped) to account for the variability in the library size [12].

### miRNA differential-expression profiling data analyses

To identify the differentially miRNAs expression in retinas and choroids tissues at different stage of OIR, NGS analyses generates 12 smalls RNA libraries to compare the total of all expressed miRNA in CTL rats’ pup’s vs OIR rats’ pups at P7 (initial vascular degeneration phase), P14 (peak of retinal vasoobliteration and choroidal involution) and P17 (retinal NV and persistent choroidal involution). Approximatively 15 million RNA sequences were read per sample and around 10 million of them correspond to miRNAs of generated libraries (**S1 Table**). The total of specific individual miRNAs reads was normalized by the total of sequences reads per million of reads mapped (RPM). Based on the high-throughput of miRNA sequencing data generate, we next performed differential-expression profiling analyses by first removed (cut off) the miRNAs with low expression level (RPM <1000) [12]. Next, we selected arbitrary modulation threshold ratio (OIR/CTL) in function of the number of miRNAs modulated in each time points in choroid and retinal tissues. miRNAs were considered to be significantly up- or down regulated if the modulation ratio (OIR/CTL) were greater than 1.2-fold (20% of modulation) or highly express in tissues if the RPM where greater than 1000.

### qRT-PCT validation analysis of miRNAs profiling

Total RNA extracted from retinas and choroid tissues from OIR and CTRL groups at P7, P14 and P17, using the miRNeasy mini kit (Qiagen) according to the manufacturer’s protocol was reverse transcribed using with miScript II RT kit (Catalogue # 218161, QIAGEN, Hilden, Germany) according to manufacturer’s guidelines. Real-time PCR for mature miRNA expression validation was performed using 25 ng of cDNA sample by quantitative real-time PCR using iTaq Universal SYBR Green Supermix (BioRad) with 2 μM of specific primers for the selected miRNAs designed using Primer Bank and NCBI Primer Blast software (Alpha DNA, Montreal, Canada). The amplification level was programmed with an initial step of 20 sec at 95°C, followed by 40 cycles of 1 sec at 95°C and 20 sec at 60°C. Relative expression (RQ = delta/delta CT) was calculated using quantitative analysis of miRNAs expression generated using a sequence detection system (ABI Prism 7500; Applied Biosystems, Foster City, CA, USA) and normalized to U6 snRNA.

### Identification of potential predictive targets of OIR-modulated miRNAs

Potential predicted and validated angiogenic, inflammatory and apoptotic target genes of selective OIR-modulated miRNAs were analyzed according to the bioinformatical algorithms of miRSystem database (http://mirsystem.cgm.ntu.edu.tw/index.php) which integrates seven well known miRNAs target genes prediction programs [18]: DIANA, miRnanda, miRBridge, PicTar, PITA, rna22 and TargetScan. Total hit represents the number of target gene prediction program that identify the selected target gene (mRNA) as a predictive target for the miRNA.

### Immunohistochemistry of retinal and choroidal vessels

For retinal vasculature, retinal flat mount dissection was performed on the enucleated eyes fixed in 4% paraformaldehyde for 1 hour at room temperature and then stored in PBS until used. The retinas were incubated overnight in 1% Triton X100, 1 mM CaCl2/PBS with the tetramethylrhodamine isothiocyanate–conjugated lectin endothelial cell marker Bandeiraea simplicifolia (1:100; Sigma-Aldrich Corp., St. Louis, MO, USA). Retinas were washed in PBS and mounted on microscope slides (Bio Nuclear Diagnostics, Inc., Toronto, ON, Canada) under coverslips with mounting media (Fluoro-Gel; Electron Microscopy Sciences, Hatfield, PA, USA). Retinas were photographed under an epifluorescence microscope (Zeiss AxioObserver; Carl Zeiss Canada, Toronto, ON, Canada), and the images were merged into a single file using the MosiaX option in the AxioVision 4.6.5 software (Zeiss). For choroidal vasculature, retinal cross-sections were performed. Eyes were collected, dehydrated by alcohol, and embedded in paraffin. Sagittal sections (7 μm thick) were cut by microtome (RM 2145; Leica, Wetzlar, Germany). Posterior eyecups were frozen in optimal cutting temperature medium and stained for choroidal vessels with TRITC-conjugated tetramethylrhodamine isothiocyanate-labeled lectin (Sigma-Aldrich) in the cryosections. Sections were then visualized with an epifluorescence microscope (Eclipse E800; Nikon, Tokyo, Japan).

### Statistical analysis

miRNAs validation results are mean ± SEM. Statistical significance was evaluated by two-way ANOVA followed by a Bonferroni post hoc test. A value of *P<*0.05 was interpreted to denote statistical significance.

## Results

### miRNA expression profile in the rat OIR model

To identify the differences in miRNA expression during OIR, we employed next generation sequencing (NGS) technology to analyze miRNAs profile in total RNA isolated from retinal and choroidal tissues from rat pups (CTR and OIR) at P7, P14 and P17. 

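Small RNA was sequenced in 12 libraries, 1 for each combination of tissue (retina or choroid), age (P7, P14 or P17) and arm (OIR, pups raised in cycling oxygen, or CTL, pups raised in room air), each made from 5 pooled retinas or choroids. The files list, for every miRNA with at least 10 of them in a library, its unique molecular identifiers (UMIs), which count each captured molecule once, with the reads behind them. A miRNA below 10 UMIs in a library is not listed there and was set to 10 as a bound in ratios and list medians. The tests across libraries entered it with no UMIs. In the retina the miRNA UMIs came to 11263013 (CTL) and 10533753 (OIR) at P7, 12199511 and 6994293 at P14, and 13370397 and 10546251 at P17. In the choroid they came to 10457616 (CTL) and 9439805 (OIR) at P7, 9033745 and 9211931 at P14, and 14228453 and 10124189 at P17. Total reads ran from 11081697 to 20867904 per library, with a median of 16844990. In units of 1000000 reads, the mean total was 17.0 and the mean of miRNA reads 11.7 per library, where the paper states about 70 in its sequencing methods and about 15, with about 10 from miRNAs, in its profiling methods. All values here use the depths of the files. The sample labels name the QIAseq miRNA kit after TRIzol and RNeasy extraction, and the paper's methods name TruSeq Small RNA after TRIzol and miRNeasy. The authors called bases with bcl2fastq, trimmed adapters with cutadapt and aligned reads with Bowtie to the rat build Rnor_6.0, with no parameters stated. From there, each level was taken as UMIs per 1000000 miRNA UMIs (RPM), and each pair of OIR and CTL libraries gave an OIR to CTL ratio with an exact conditional 95% interval on the UMIs, given in parentheses after each ratio. This interval covers counting error only. With 1 library per group these data hold no replicate check of the OIR to CTL difference within a pair. For a pair, "higher" and "lower" therefore describe these pools, and no p is given. Some mature miRNAs, such as the let-7 members or miR-1-3p and miR-1b, have nearly the same sequence, so how the authors' alignment shared reads among them is uncertain.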

NGS analysis revealed an average of 10 million miRNAs raw read sequences of between 15–20 million total raw reads per sample (**S1 Table**). 

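The photoreceptor miRNA miR-182 and the neuronal miRNA miR-9a-5p held the first 2 places in all 6 retina libraries. The highest level of any miRNA was that of miR-182 in the P14 OIR retina, at 273795 RPM. In the choroid, the endothelial miRNA miR-126a-3p held the first place in 5 of 6 libraries, up to 127802 RPM in the P17 OIR choroid, and miR-9a-5p held it in the P7 CTL choroid. miR-330-3p stood at 2.66 RPM in the P7 CTL retina. The files list 750 miRNAs in at least 1 library and 546 in all 12, with 574 to 667 per retina library and 667 to 745 per choroid library.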

When miRNAs were normalized on RPM value (reads per million of reads mapped) corresponding to the number of specific miRNA raw read (UMI)/number of total raw read, we detected ~1000 miRNAs in both tissues (retina and choroid) with a highly variable level of expression (data not show). We focused on the most abundant retinal/choroidal-miRNAs by establishing arbitrary a cut-off with minimum 1000 RPM in miRNA expression levels as shown in **Fig 1B** (Scatter plot of differencial-expression). 

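At P7, 83 miRNAs had at least 1000 RPM in the CTL retina, down to miR-24-3p at 1001 RPM, and 86 in the CTL choroid, down to miR-138-2-3p at 1006 RPM. At P14 there were 71 in the retina, down to miR-186-5p (1009 RPM), and 86 in the choroid, down to miR-7a-5p (1055 RPM). At P17 there were 71 in the retina, with miR-181b-5p (1036 RPM) as the lowest, and 84 in the choroid, with miR-3571 (1005 RPM) as the lowest. These counts use the level in the CTL library of each pair. RPM here is taken among miRNA UMIs, a lower bar than the total reads of the paper's text. Scaled to total reads, the counts were 66, 60 and 60 in the retina and 71, 67 and 69 in the choroid at P7, P14 and P17. That scaling was chosen after a comparison with the counts of Fig 1C.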

Our results showed a range of 60 to 69 miRNAs highly expressed (>1000 RPM) in the retina and choroid at the different postnatal time points (**Fig 1C**), representing approximately 6% of the total miRNAs expressed. 

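In the retina at P7, the median OIR to CTL ratio of the mesenchymal and mural, striated muscle, leukocyte, surface epithelium and endothelial lists lay below that of random lists, and that of the photoreceptor and neuronal lists above it. At P14 and P17 the median of the let-7 family, regulators of differentiation, lay below and that of the leukocyte list above. Over all highly expressed miRNAs, the median log2 ratio was -0.09 at P7 (-0.10 to -0.08, 95% of Poisson resamples of the counts), -0.13 at P14 and -0.07 at P17. The number with a ratio below 0.5 was 15 at P7, 3 at P14 and 1 at P17, and none had a ratio above 2. Without the tissue-enriched miRNAs, set aside after the data were seen, it was 1, 2 and 0. Scaling by TMM, which sets library sizes from the bulk of the miRNAs, gave medians of -0.09, -0.26 and 0.08. UMIs scaled to total reads, a scaling chosen after the data were seen, gave -0.24, -0.23 and -0.18. The sign at P17 and the age of the lowest median thus rest on the scaling.

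**Figure D1:**
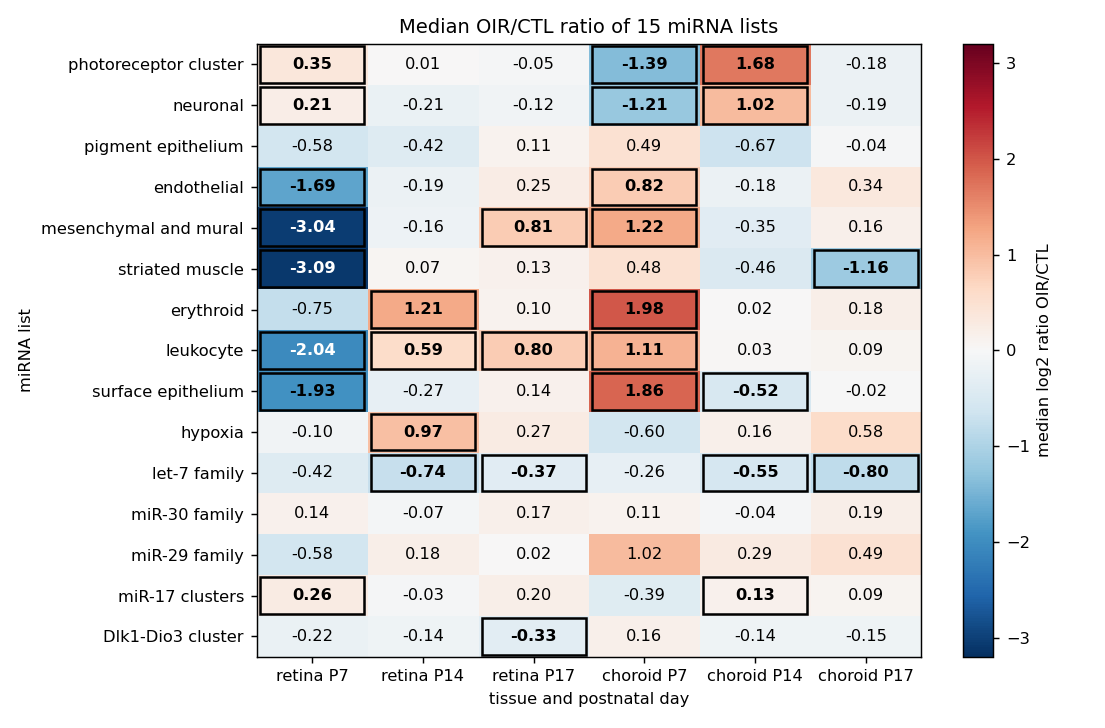
Median log2 OIR to CTL ratio of the members of 15 miRNA lists (vertical) in the 6 pairs of tissue and age (horizontal), with a box and bold figures where the median lies outside the central 95% of 10000 random lists matched on expression. At P7 the mesenchymal and mural list stands at -3.04 in the retina and 1.22 in the choroid.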

Interestingly, we observed a global miRNA downregulation pattern in retinal samples from OIR-subjected animals, with a peak at P7, and a trend to normalization at P17. 

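In the choroid, the medians of the photoreceptor cluster and neuronal lists lay below those of random lists at P7 and above them at P14, and the median of the surface epithelium list, which holds the epidermal miR-203a-3p, lay above at P7 and below at P14. At P17 the medians of the striated muscle and let-7 lists were the ones outside, and both were lower. The median log2 ratio of the highly expressed miRNAs was 0.07 at P7, -0.18 at P14 and -0.01 (-0.02 to 0.00) at P17. These signs rest on the scaling. With TMM the medians were -0.04, 0.21 and -0.04, and with UMIs scaled to total reads, a scaling chosen after the data were seen, they were -0.16, -0.0019 and -0.14. In the P14 CTL choroid, tRNA fragments took 10.1% of the listed UMIs, the highest share of any library, against 3.74% in the P14 OIR choroid. All P14 choroid ratios rest on this CTL library.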

While in the choroid, OIR was associated with a small downregulation of miRNAs at P7 and P17 and a general upregulation at P14.

### miRNA expression in the early phase of OIR

In the early vasoobliterative phase of OIR (at P7) NGS analysis showed miR-9a-5p, -182, -16-5p, -183-5p, let-7f-5p as the most abundant miRNAs present in both retinal and choroidal tissues during this phase (**Fig 2A**); miR-9a-5p and miR-182 exhibited a remarkable level of expression above 100000 RPM in the retina and 75000 RPM in the choroid. 

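In the CTL retina at P7, the neuronal miR-9a-5p stood at 178289 RPM, the photoreceptor miR-182 at 129825 RPM and its cluster partner miR-183-5p at 53713 RPM. miR-16-5p, a repressor of the cell cycle, stood at 69421 RPM and let-7f-5p at 41482 RPM. The same 5 miRNAs led the CTL choroid, where miR-9a-5p had 138585 RPM, miR-182 113470 RPM, miR-16-5p 63196 RPM, miR-183-5p 45261 RPM and let-7f-5p 44608 RPM. In the OIR choroid, miR-126a-3p (83192 RPM), miR-199a-3p (63879 RPM) and miR-125b-5p (53479 RPM) stood above miR-182 (52851 RPM) and miR-9a-5p (51254 RPM). In the OIR retina, miR-9a-5p (203618 RPM) and miR-182 (181113 RPM) kept the first places.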

To examine miRNAs profiling signature in early stage of vessel degeneration during OIR, we focused on miRNAs modulated by 1.2-fold (20% of modulation) relative to corresponding tissues of normoxia-raised rats (controls); we established this arbitrary cut-off based on both the minimal/maximal miRNA expression level as previously described [12]. 

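In the retina at P7, all 9 mesenchymal and mural miRNAs had a ratio below 0.8, 1 of them as a bound from an unlisted OIR value. All 9 miRNAs of surface epithelium (median log2 ratio -1.93) and all 6 of leukocytes (-2.04) were below 0.8 as well, as were 7 of 8 of striated muscle (-3.09) and 4 of 6 of endothelium (-1.69). Higher in OIR were all 5 miRNAs of the photoreceptor cluster (median log2 ratio 0.35), 3 of 12 neuronal miRNAs past 1.2 (0.21) and 4 of 9 of the growth-promoting miR-17 clusters (0.26). Each of these medians lay outside the central 95% of random lists matched on expression. The lists of the erythroid lineage (-0.75), pigment epithelium (-0.58), let-7 (-0.42), miR-29 (-0.58), the imprinted Dlk1-Dio3 cluster (-0.22) and hypoxia (-0.10) lay inside it, as did miR-30 (0.14), whose sign turns when UMIs are scaled to total reads. Of 83 highly expressed miRNAs, 14 had a ratio above 1.2 and 29 below 0.8 (67.4% of those modulated), each with an interval that excludes 1. Scaled to total reads, a scaling chosen after the data were seen, these were 5 and 25 (83.3%), and without the 35 retina-enriched and 96 choroid-enriched miRNAs, also set aside after the data were seen, 9 and 12. Scaled to total reads, 2 of the 5 miRNAs of the photoreceptor cluster were above 1.2.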

Analysis identified 31 miRNAs altered in the retina of which 25 were downregulated and 6 were upregulated (**Fig 2B**). 

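In the choroid at P7, all 9 miRNAs of surface epithelium (median log2 ratio 1.86), all 9 mesenchymal and mural ones, all 6 of leukocytes (1.11) and all 4 erythroid ones (1.98) had a ratio above 1.2, and so had 4 of 6 endothelial ones (0.82). All 5 miRNAs of the photoreceptor cluster (-1.39) and 9 of 12 neuronal ones (-1.21) were below 0.8. Each of these medians lay outside the central 95% of random lists. Inside it lay striated muscle (0.48), pigment epithelium (0.49), miR-29 (1.02), hypoxia (-0.60), let-7 (-0.26) and the miR-17 clusters (-0.39), which lay outside it with TMM, with reads or when scaled to total reads. The lists of miR-30 (0.11) and Dlk1-Dio3 (0.16), also inside, turn sign when scaled to total reads. Of 86 highly expressed miRNAs, 35 had a ratio above 1.2 and 24 below 0.8, so 40.7% of the modulated ones were lower. Scaled to total reads, chosen after the data were seen, 21 were higher and 29 lower (58%), and without the tissue-enriched miRNAs 14 and 12.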

In the choroid, 45 miRNAs were 20% modulated up (20) or down (25) relative to controls (**Fig 2C**). Of the 20 miRNAs most modulated in retina all were downregulated, as most notably 6 of them (miR-199a-3p, -199a-5p, -1b, -126a-3p) displayed a >80% suppression (**Fig 2D**). On the other hand in the choroid, 9 of the 20 miRNAs most altered were upregulated including 4 miRNAs (miR-152-3p, -142-3p, -148a-3p, -532-3p) substantially upregulated >200% (**Fig 2E**), and 11 were downregulated, among them 8 miRNAs (miR-96-5p, -124-3p, -9a-3p, -190b-5p, -181a-1-3p, -9a-5p, -183-5p) by >70% (**Fig 2E**).

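The miR-199a pair, known from mesenchymal cells, had the lowest ratios in the P7 retina among miRNAs with at least 1000 RPM in CTL or OIR, 0.0202 (0.0183 to 0.0223) for miR-199a-5p and 0.0246 (0.0239 to 0.0254) for miR-199a-3p (15510.3 RPM in CTL and 382 RPM in OIR). The muscle miRNAs miR-206-3p and miR-1b followed at 0.0818 (0.077 to 0.0869) and 0.116 (0.111 to 0.121). The smooth muscle miRNA miR-143-3p was at 0.153 (0.151 to 0.156). The endothelial miR-126a-3p was at 0.157 (0.155 to 0.158) and its partner arm miR-126a-5p at 0.176 (0.173 to 0.179). miR-152-3p was at 0.175 (0.171 to 0.179), miR-24-3p at 0.331 (0.319 to 0.344), miR-542-3p at 0.399 (0.388 to 0.41) and miR-148a-3p at 0.476 (0.469 to 0.482). Among the others that Fig 2D shows, miR-27b-3p was at 0.525, miR-379-5p at 0.60, miR-204-5p, of pigment epithelium, at 0.631, miR-411-5p at 0.633, let-7e-5p at 0.72 and miR-21-5p at 0.744, each with an interval below 1. All 20 miRNAs of Fig 2D had a ratio below 0.8. Ratios above 1.2 at this level included those of miR-29c-3p (1.48 (1.46 to 1.5)), miR-101a-3p (1.41), miR-183-5p (1.4), the neuronal miR-124-3p (1.38), miR-30e-3p (1.34), miR-3553 (1.3) and miR-30b-5p (1.29).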

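In the P7 choroid, the epithelial miRNAs miR-203a-3p and miR-200a-3p had the highest ratios among miRNAs with at least 1000 RPM in CTL or OIR, 4.64 (4.49 to 4.79) and 4.01 (3.88 to 4.13), followed by miR-184 (2.92 (2.87 to 2.98)), an abundant miRNA of cornea and lens, miR-27a-3p (2.86 (2.79 to 2.92)) and the epithelial miR-205 (2.69 (2.6 to 2.77)). miR-152-3p was at 2.5 (2.48 to 2.52), the leukocyte miR-142-3p at 2.45 (2.41 to 2.5), miR-148a-3p at 2.42 (2.4 to 2.44), miR-542-3p at 2.41 (2.38 to 2.44) and the endothelial miR-126a-5p at 2.26. miR-27b-3p (2.11) and miR-146a-5p (2.09) were also higher. miR-532-3p was at 0.942 (0.783 to 1.13), which does not exclude 1. Among those with low ratios were miR-3553 (0.298 (0.289 to 0.307)), the photoreceptor miR-96-5p (0.304 (0.302 to 0.307)), miR-9b-3p (0.314), the neuronal miR-124-3p (0.337 (0.327 to 0.346)) and miR-9a-3p (0.342 (0.338 to 0.346)), miR-190b-5p (0.347 (0.336 to 0.358)), miR-181a-1-3p (0.348 (0.337 to 0.36)), miR-183-5p (0.382 (0.38 to 0.384)) and miR-7a-5p (0.465). Of the 20 miRNAs of Fig 2E, 9 had a ratio above 1.2 and 11 below 0.8.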

**Fig 2:**
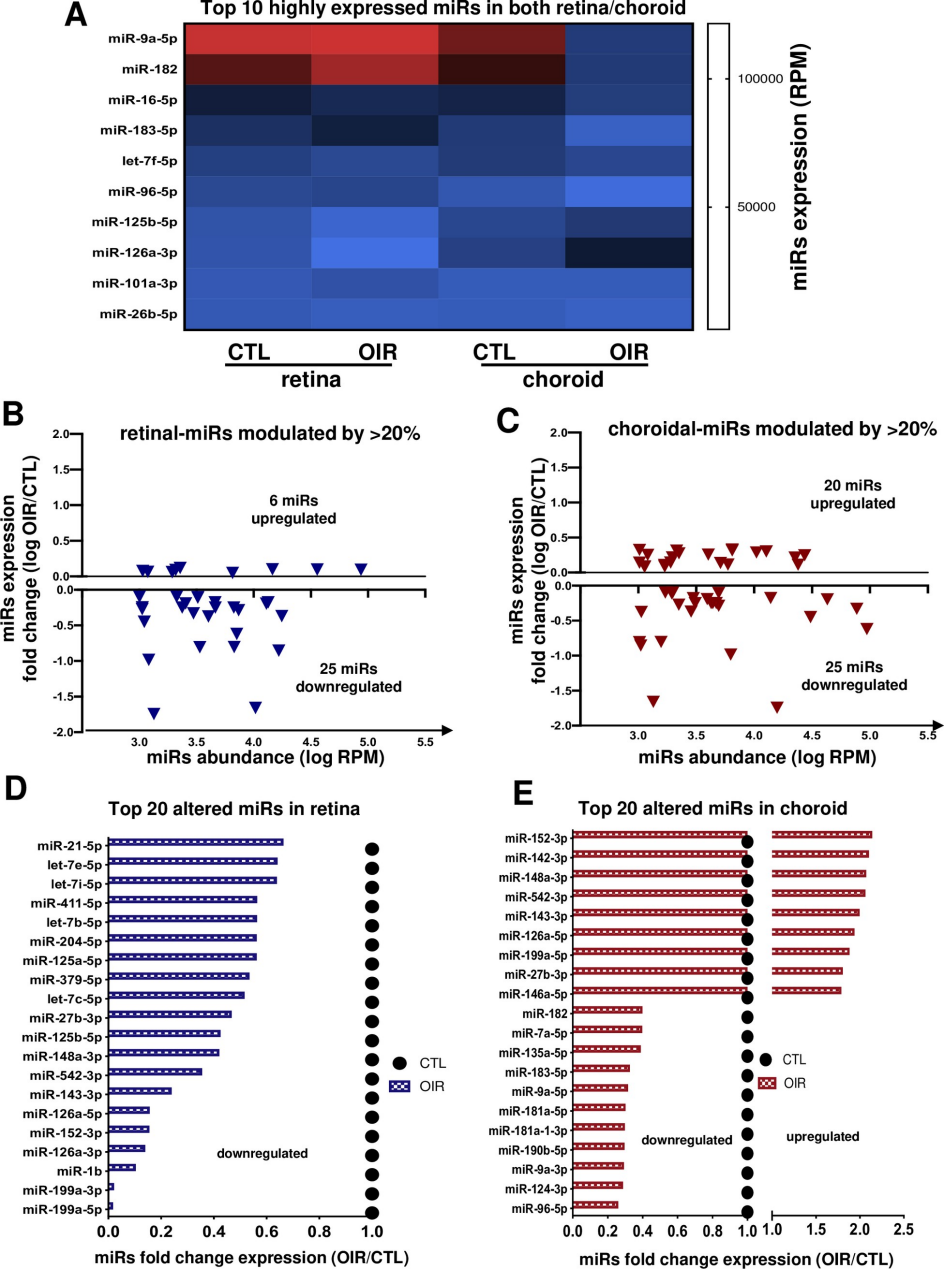
miRNA expression profile during OIR-induced vessel degeneration (at P7). **A**. Heat map of 10 most expressed miRNAs in retinal and choroidal tissues. **B and C.** Overview of most abundant miRNA (more than 1000 RPM) modulated by OIR (1.2 fold or more) in the retina (**B**) and choroid (**C**). **D and E.** Summary of top 20 OIR-modulated miRNAs in the retina (**D**) and choroid (**E**). Data are fold change ratio (OIR/CTL) or log fold change, total RPM or log RPM of 5 rats/group.

### miRNA expression profile at the end of vasoobliterative phase of OIR

Next, we analyzed the miRNA expression profile at the end of the vasoobliterative phase at P14 [19]. 35 miRNAs in the retina (8 upregulated and 27 downregulated) and 30 miRNAs in the choroid (16 upregulated and 14 downregulated) were modulated by >20% in OIR relative to controls and were expressed more than 1000 RPM (**Fig 3A and 3B**). 

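At P14, all 9 members of the let-7 family were below 0.8 in the OIR retina (median log2 ratio -0.74), while all 4 erythroid miRNAs (1.21), both arms of miR-210, which responds to hypoxia (0.97), and 3 of 6 leukocyte miRNAs (0.59) were above 1.2. In the OIR choroid, all 5 miRNAs of the photoreceptor cluster (1.68), 10 of 12 neuronal ones (1.02) and 2 of 9 of the miR-17 clusters (0.13) were above 1.2, while 6 of 9 let-7 members (-0.55) and 8 of 9 of surface epithelium (-0.52) were below 0.8. With TMM, 8 of the miR-17 clusters were above 1.2, and 1 let-7 member (median -0.15) and 2 of surface epithelium (-0.12) below 0.8. These medians lay outside the central 95% of random lists and the other list medians at P14 inside it. Those of striated muscle and miR-17 in the retina were 0.07 and -0.03, and those of pigment epithelium were -0.42 in the retina and -0.67 in the choroid. In the retina, 12 highly expressed miRNAs were above 1.2 and 28 below 0.8 (70% of the modulated ones lower), and with TMM 7 and 37 (84.1%). In the choroid the counts were 16 and 30 (65.2% lower), with TMM 36 and 7 (16.3%), and when scaled to total reads, chosen after the data were seen, 16 and 14 (46.7%).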

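In the P14 retina, miR-190b-5p had the lowest ratio among miRNAs with at least 1000 RPM in CTL or OIR, 0.365 (0.359 to 0.372), and miR-135a-5p the next, 0.444 (0.431 to 0.456). let-7b-5p was at 0.485 (0.476 to 0.495), let-7a-5p at 0.518 (0.513 to 0.522) and let-7c-5p at 0.548 (0.542 to 0.554). The smooth muscle miR-143-3p was at 0.502 (0.49 to 0.513), the neuronal miR-124-3p at 0.585 (0.576 to 0.594) and miR-184 at 0.588 (0.571 to 0.605). let-7e-5p (0.60), miR-125a-5p (0.656), miR-148b-3p (0.66), miR-26a-5p (0.672) and let-7i-5p (0.692) were lower with intervals below 1. In the P14 choroid, the epithelial miR-205 was at 0.419 (0.412 to 0.426), miR-24-3p at 0.516 (0.509 to 0.524), the muscle miR-206-3p at 0.532 (0.528 to 0.537), let-7b-5p at 0.545 (0.54 to 0.551) and the smooth muscle miR-145-5p at 0.565 (0.553 to 0.579). miR-140-3p (0.599) and let-7e-5p (0.62) were also lower, with intervals below 1.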

Among the highly expressed miRNAs (l000 RPM > 4.0), only 6 miRNAs (retina: miR-190b, -135a, let-7b-5p, -143-3p, let-7a-5p; choroid: miR-205) were downregulated by ~50% (**Fig 3E and 3F**). Many more miRNAs were upregulated at P14, including miR-21-5p that was increased by more than 1.7-fold in the retina and miR-9a-5p, -183-5p, -182, -96-5p increased more than 3.0-fold in the choroid (**Fig 3E and 3F**). miR-182, -95-5p and -9a-5p were the most abundant miRNAs in retina at P14 (**Fig 3C**) and miR-126a-3p and -199a-3p in the choroid but these were not modulated (**Fig 3D**); latter miRNA was also most abundant in both retina and choroid at P7 (**Fig 2D**). 

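In the P14 retina, miR-21-5p was higher at 1.84 (1.82 to 1.86), and so were miR-30b-5p (1.51 (1.49 to 1.53)), miR-101a-3p (1.49), miR-30e-3p (1.48) and miR-301a-3p (1.42). In the P14 choroid, the neuronal miR-124-3p had a ratio of 3.78 (3.63 to 3.93), and the photoreceptor cluster of 3.2 (3.18 to 3.22) for miR-182 and 3.09 (3.06 to 3.12) for miR-183-5p. miR-9a-5p was at 2.69 (2.67 to 2.71) and miR-9a-3p at 2.3 (2.25 to 2.36). miR-29c-3p, miR-101a-3p and miR-21-5p were at 1.53, 1.51 and 1.5. The most abundant miRNAs of the P14 CTL retina were miR-182 (207468 RPM), miR-9a-5p (154231 RPM), miR-183-5p (88464 RPM) and miR-96-5p (48766 RPM). In the retina the ratio of miR-182 was 1.32 (1.32 to 1.32), and that of miR-9a-5p was 1.05 (1.04 to 1.05), which turns below 1 with TMM or when scaled to total reads. In the CTL choroid, miR-126a-3p (80499 RPM) and miR-199a-3p (70281 RPM) led, with ratios of 1.06 (1.05 to 1.06) and 0.883 (0.88 to 0.886), the latter above 1 with TMM.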

So far, our data suggest that the most significant miRNAs alterations were observed in the early events of OIR at P7.

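At P7 the miRNAs that tell the tissues apart moved in opposite directions in retina and choroid. Of 92 choroid-enriched miRNAs, such as the mesenchymal and muscle ones, all 92 were lower in the OIR retina (median log2 ratio -1.67), and of 35 retina-enriched miRNAs, such as the photoreceptor and neuronal ones, 30 were higher (0.23). In the P7 choroid all 35 retina-enriched miRNAs were lower (-1.41) and all 96 choroid-enriched ones higher (0.96). At P14 all 35 retina-enriched miRNAs were higher in the OIR choroid (0.72) and 82 of 96 choroid-enriched ones lower (-0.46), while in the retina they went both ways. At P17, 30 of 35 retina-enriched miRNAs were lower (-0.24) and 58 of 77 choroid-enriched ones higher (0.27) in the OIR retina, and in the OIR choroid 26 of 35 were lower (-0.43) and 43 of 96 higher (-0.03). Between the CTL tissues, the retina-enriched miRNAs had a median log2 retina to choroid ratio of 0.42 at P7, against 2.97 at P14 and 3.56 at P17. In OIR it was 2.07 at P7, 1.95 at P14 and 3.39 at P17. Enriched here means at least 4-fold higher in 1 tissue in the P14 and P17 CTL libraries, so these values describe the same libraries at P14 and P17. From the changes at P7 and P14, the paper proposes that the alterations were greatest in the early phase of OIR.

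**Figure D2:**
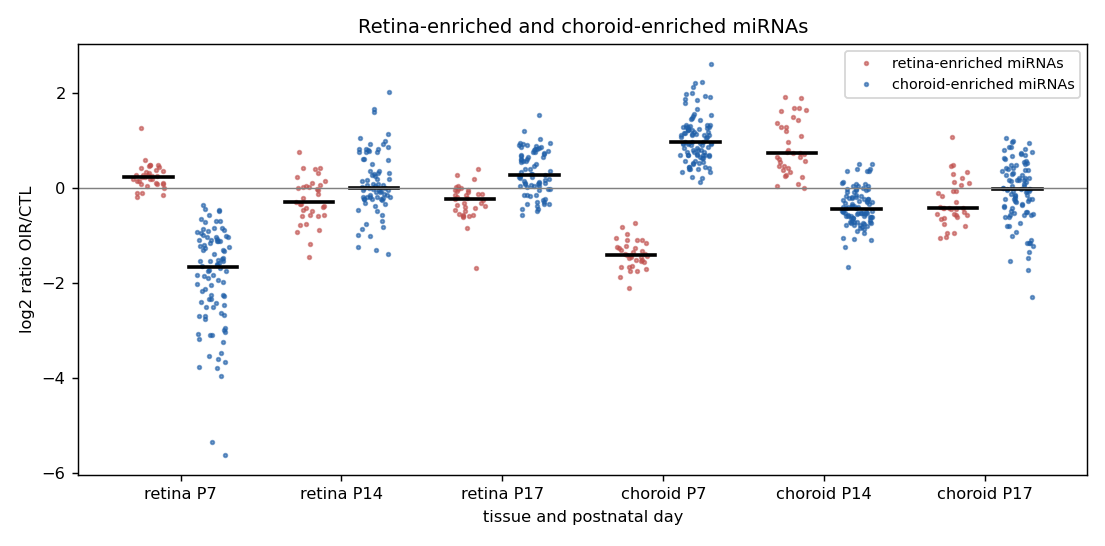
Log2 OIR to CTL ratio (vertical) of each of 35 retina-enriched and 96 choroid-enriched miRNAs, as far as it had at least 20 UMIs in 1 of the 2 libraries, in the 6 pairs of tissue and age (horizontal). Each point is a miRNA and each bar a median. At P7 the groups part in opposite directions in the 2 tissues, and at P14 they part in the choroid.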

**Fig 3:**
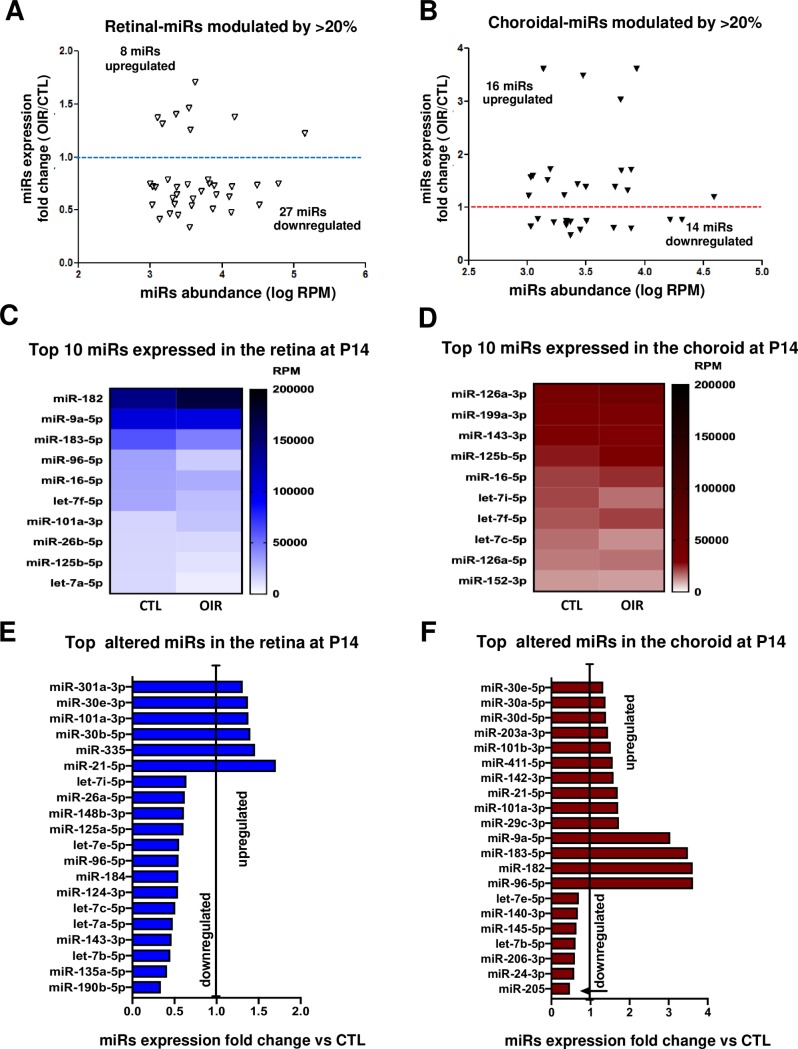
miRNA expression profile at end of retinal vasoobliteration phase in OIR (P14). **A and B.** Overview of most abundant miRNA (more than 1000 RPM) modulated by OIR (1.2 fold or more) in the retina (**A**) and choroid (**B**). **C- F.** Summary of top most expressed miRNAs in the retina (**C**) and choroid (**D**), and most modulated miRNAs by OIR in the retina (**E**) and choroid (**F**). Data are fold change ratio (OIR/CTL), total RPM or log RPM of 5 rat pool/group.

### miRNA profile during retinal NV phase (and persistent choroidal involution)

During the NV phase NGS analysis revealed 45 miRNAs modulated by ~20% (>1000 RM) in the choroid and 29 miRNAs in the retina (**Fig 4A and 4B**). 

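At P17, 7 of 9 mesenchymal and mural miRNAs (median log2 ratio 0.81) and 4 of 6 leukocyte miRNAs (0.80) were above 1.2 in the OIR retina, while 6 of 9 let-7 members (-0.37) and 9 of 15 of the Dlk1-Dio3 cluster (-0.33) were below 0.8. With TMM, 2 let-7 members and 2 of the Dlk1-Dio3 cluster were below 0.8. In the OIR choroid, 7 of 8 striated muscle miRNAs were below 0.8 (-1.16). These medians and that of let-7 in the choroid lay outside the central 95% of random lists, and the other list medians at P17 inside it. The endothelial list stood at 0.25 in the retina and 0.34 in the choroid, and the miR-29 family, which targets collagens, at 0.49 in the choroid. The erythroid list stood at 0.18 in the choroid. Of the highly expressed miRNAs, 25 in the retina and 56 in the choroid had a ratio above 1.2 or below 0.8.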

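Of the modulated miRNAs of the P17 retina, 11, among them miR-184 (1.87 (1.83 to 1.91)), were higher in OIR, and 14, among them miR-211-5p (0.771 (0.761 to 0.781)) of pigment epithelium, were lower, which is 56% lower. In the choroid, 31, among them miR-130a-3p (2.01 (1.98 to 2.03)), were higher and 25, among them miR-99a-5p (0.702 (0.691 to 0.712)), were lower, which is 44.6% lower. Both shares rest on the scaling. The retina's was 15.4% with TMM (22 higher and 4 lower) and 73.9% when scaled to total reads, a scaling chosen after the data were seen (6 higher and 17 lower). The choroid's was 49.2% with TMM (30 higher and 29 lower) and 54.3% when scaled to total reads (21 higher and 25 lower).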

72% of these miRNAs in the retina were downregulated, whereas in the choroid the approximate number of up- and downregulated miRNAs was comparable. 

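In the P17 retina, miR-190b-5p had the lowest ratio among miRNAs with at least 1000 RPM in CTL or OIR, 0.312 (0.307 to 0.316). Also below 0.8 were miR-135a-5p (0.66 (0.646 to 0.674)), let-7b-5p (0.689 (0.678 to 0.701)), miR-181a-5p (0.752 (0.739 to 0.765)) and miR-9b-3p (0.753 (0.744 to 0.763)). The endothelial miR-126a-5p was higher at 1.46 (1.44 to 1.48) and miR-126a-3p at 1.38 (1.37 to 1.39), as were the smooth muscle miR-143-3p (1.81 (1.78 to 1.83)) and miR-191a-5p (1.31 (1.3 to 1.32)). miR-335 was higher too, at 1.51 (1.49 to 1.52). let-7e-5p (0.766), let-7c-5p (0.772) and miR-382-5p (0.793) were lower with intervals below 1, and miR-340-5p was at 0.924 (0.91 to 0.939), a ratio that is above 1 with TMM.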

In the retina, 3 miRNAs were markedly downregulated: miR-30a-5p (fold change [fc] = 0.073), miR-30e-5p (fc = 0.132) and miR-190b-5p (fc = 0.289), and 3 miRNAs strongly upregulated by ~3-fold: miR-30e-3p (fc = 4.896), miR-335 (fc = 4.083), miR-30b-5p (fc = 3.024) (**Fig 4E**). 

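None of the 11 miR-30 arms, known as regulators of differentiation, was below 0.8 in the OIR retina at P17. Their median log2 ratio was 0.17, from 0.01 to 0.42, with 3 arms above 1.2, and it lay inside the central 95% of random lists (percentile 96.6). miR-30e-5p was at 1.09 (1.08 to 1.1) (20532 RPM in CTL and 22373 RPM in OIR) and miR-30a-5p at 1.1 (1.1 to 1.11) (12744 RPM and 14072 RPM). miR-30c-5p was at 1.14 (1.13 to 1.15), miR-30b-5p at 1.24 (1.22 to 1.25) and miR-30e-3p, the other arm of the miR-30e hairpin, at 1.34 (1.32 to 1.36). The values of all 3 scalings lie above 1 for these 5 arms.

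**Figure D3:**
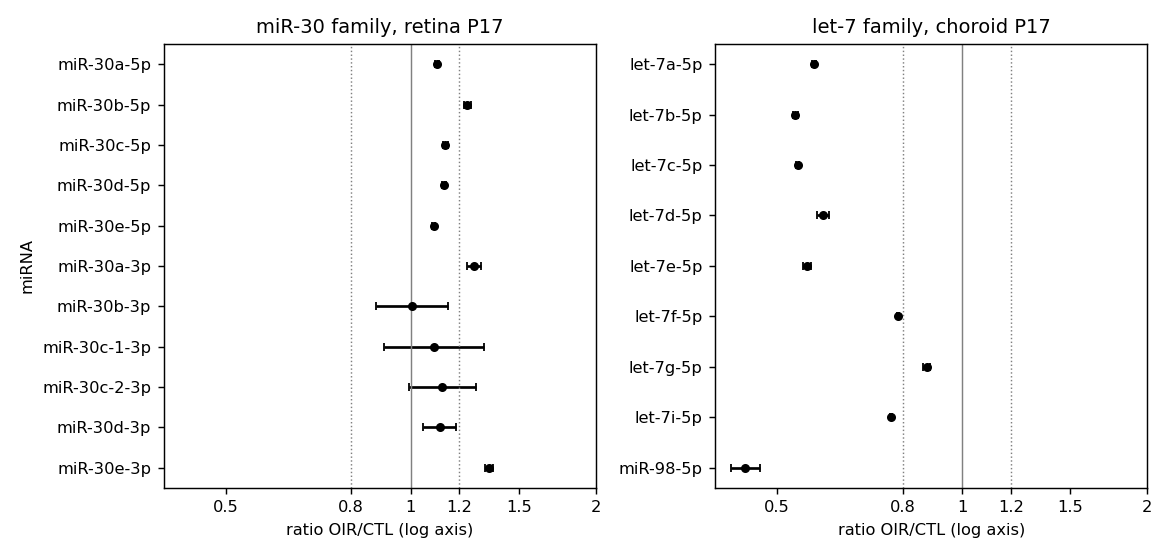
OIR to CTL ratio (log axis) with its 95% counting interval for the miR-30 family in the P17 retina and the let-7 family in the P17 choroid, with dotted lines at 0.8 and 1.2. The miR-30 arms lie from just above 1 to 1.34, and the let-7 members between 0.444 and 0.875.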

Interestingly, almost all these miRNAs altered in the retina were isoforms that belong to the miR-30 family, whose members play an important role in tissue and organ development and have been associated with cancer [20]. In the choroid 6 miRNAs were strongly modulated including let-7f-5p (fc = 0.085), miR-126a-5p (fc = 0.167) and miR-101a-3p (fc = 0.185), as these were found to be downregulated; miR-125a-5p (fc = 9.13), let-7e-5p (fc = 6.233) and let-7g-5p (fc = 5.714) were upregulated (**Fig 4F**). 

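In the P17 choroid, striated muscle miRNAs were among those with low ratios, 0.342 (0.338 to 0.347) for miR-206-3p, 0.359 (0.35 to 0.369) for the joint entry of miR-133a-3p and miR-133b-3p, 0.444 (0.438 to 0.45) for miR-1-3p and 0.449 (0.445 to 0.452) for miR-1b. The epithelial miR-203a-3p was higher, 2.05 (2.03 to 2.07), as were miR-27a-3p (1.94 (1.92 to 1.96)), miR-191a-5p (1.78 (1.76 to 1.8)), miR-322-5p (1.73 (1.71 to 1.75)) and miR-184 (1.6 (1.59 to 1.62)). The endothelial miR-126a-5p was higher at 1.31 (1.31 to 1.32) and miR-101a-3p at 1.38 (1.37 to 1.38). miR-125a-5p was at 0.981 (0.973 to 0.989), with 9549 RPM in CTL and 9365 RPM in OIR. miR-93-5p was at 1.55 and miR-103-3p/107-3p at 0.816.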

Interestingly, half these miRNAs in the choroid belong to the let-7 family, implicated in several biological and pathological diseases process such as embryogenesis, tumor suppressor and angiogenesis [21]. 

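All 9 listed let-7 members, known to repress growth genes, were lower in the OIR choroid at P17, 8 of them below 0.8. Their median log2 ratio was -0.80, under that of all 10000 random lists. Those lists are drawn miRNA by miRNA, while let-7 members of nearly the same sequence need not move independently. let-7b-5p was at 0.535 (0.53 to 0.54), let-7c-5p at 0.54 (0.537 to 0.543), let-7e-5p at 0.559 (0.552 to 0.567), let-7a-5p at 0.574 (0.57 to 0.577) and let-7d-5p at 0.593 (0.58 to 0.607). let-7i-5p (0.767 (0.763 to 0.77)), let-7f-5p (0.786 (0.782 to 0.789)) and let-7g-5p (0.875 (0.865 to 0.886)) stood closer to 1. Each of these ratios is below 1 with all 3 scalings.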

Three of the most abundant miRNAs in the retina during NV phase were miR-96-5p (fc = 0.657), miR-30e-5p (fc = 0.132) and let-7a-5p (fc = 0.716) (**Fig 4C**), and in the choroid were miR-126a-3p (fc = 0.439), miR-125b-5p (fc = 1.555) and let-7f-5p (fc = 0.85) (**Fig 4D**). 

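In the P17 CTL retina the photoreceptor miR-182 (205163 RPM), the neuronal miR-9a-5p (145887 RPM) and miR-183-5p (80659 RPM) were the most abundant, before miR-96-5p (49982 RPM) and let-7f-5p (42574 RPM). In OIR, miR-96-5p had a ratio of 0.709 (0.706 to 0.712) and let-7a-5p of 0.77 (0.765 to 0.775). In the CTL choroid, the endothelial miR-126a-3p (88124 RPM), miR-125b-5p (75134 RPM), miR-199a-3p (71002 RPM), miR-143-3p (58682 RPM) and let-7f-5p (46429 RPM) led. The ratio of miR-126a-3p there was 1.45 (1.45 to 1.45).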

Based on their known functions, our findings suggest that miR-30 and the let-7 families could participate in chorioretinopathies.

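Across the 3 ages, all 9 let-7 members had a negative fitted log2 change in OIR in the retina (median -0.42) and in the choroid (-0.37), and the 11 miR-30 arms, 9 of them positive in each tissue, had medians of 0.20 and 0.24. None of these changes passed edgeR's quasi-likelihood test at an adjusted p under 0.05, with age as a block and the 3 ages as the repeats. Adjusted over the list alone, 3 miR-30 arms and 4 members of the miR-17 clusters were higher in the OIR retina, with 2 of the photoreceptor cluster and 1 arm of miR-210, and none was lower, while in the choroid no list member passed. In all, 0 of 641 miRNAs passed in the retina (81 at an unadjusted p under 0.05, and 4 with DESeq2, namely miR-17-5p, miR-331-3p, miR-504 and miR-6328) and 0 of 721 in the choroid (27 unadjusted, and 0 with DESeq2). This test takes a change that differs by age as spread. On the known functions of the miR-30 and let-7 families, the paper proposes that both could take part in diseases of retina and choroid.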

**Fig 4:**
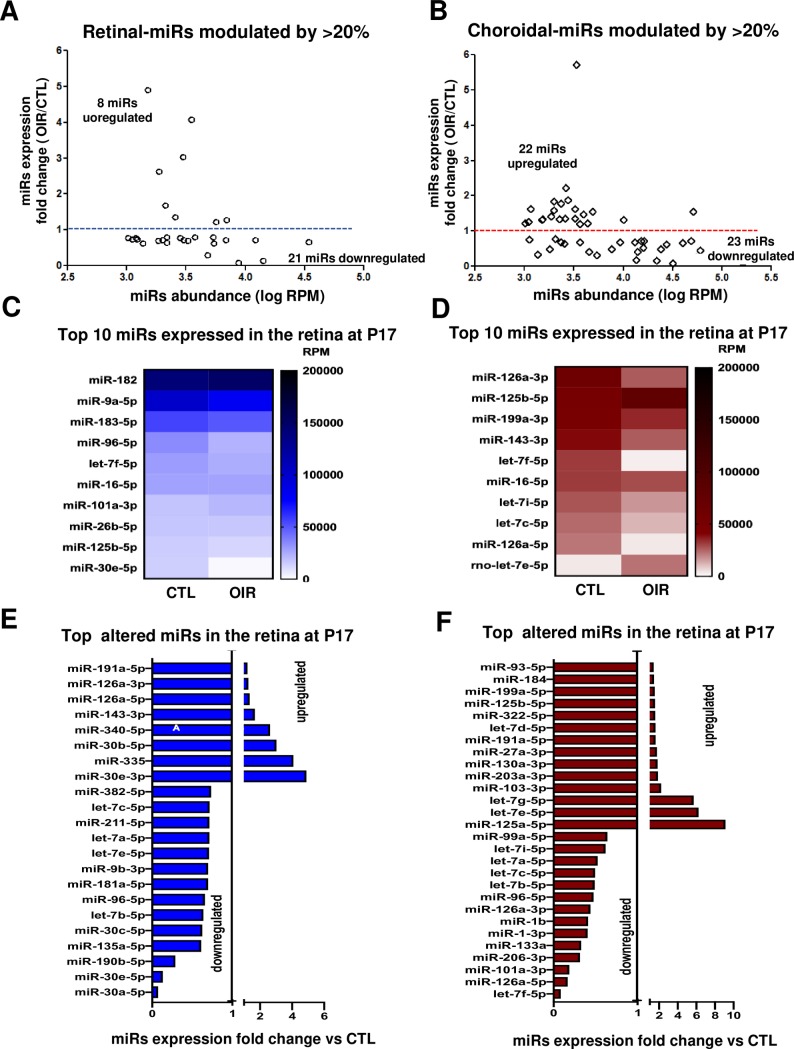
miRNA expression profile during pre-retinal NV (and persistent choroidal involution). A and B. Overview of most abundant miRNA (more than 1000 RPM) modulated by OIR (1.2 fold or more) in the retina (A) and choroid (B) during the NV phase (P17). C- F. Summary of top most expressed miRNAs in the retina (C) and choroid (D), and most modulated miRNAs by OIR in the retina (E) and choroid (F). Data are fold change ratio (OIR/CTL), total RPM or log RPM of 5 rats/group.

### Validation of most modulated miRNAs identified by NGS in the retina and choroid during the different phases of OIR

To verify and validate NGS results, we performed qRT-PCR analyses of the 24 miRNAs most up- or down-regulated in the retina and choroid at the different phases of OIR, including 8 miRNAs by time points at P7, P14 and P17. As shown in **Fig 5**, we found a similar downregulation or upregulation expression level mean ratio (OIR/CTL) with individual animal value as observed previously by NGS. In the retina, 7 miRNAs were significantly (P<0.05) downregulated and 5 significantly upregulated. Among these retinal miRNAs, miR-1b and miR-30a-5p were strongly downregulated respectively at P7 and P17 (P<0.0001). In addition, 5 of the selected upregulated miRNAs were significantly increased in OIR retina with (P<0.01). Among these, miR-30e-3p and miR-335 displayed the greatest upregulation (>7-fold compared to CTL). In the choroid 5 significantly downregulated miRNAs were confirmed, including miR-95-5p (P<0.0065) at P7, and miR-126a-5p (P = 0.0041) and let-7f-5p (P = 0.0004) at P17 were robustly supressed. Among the 7 upregulated miRNAs validated in the choroid, we found that miR-182 (P = 0.0072) at P14 and miR-125a-5p (P = 0.0032) at P17 displayed a >20-fold increase compared to CTL.

**Fig 5:**
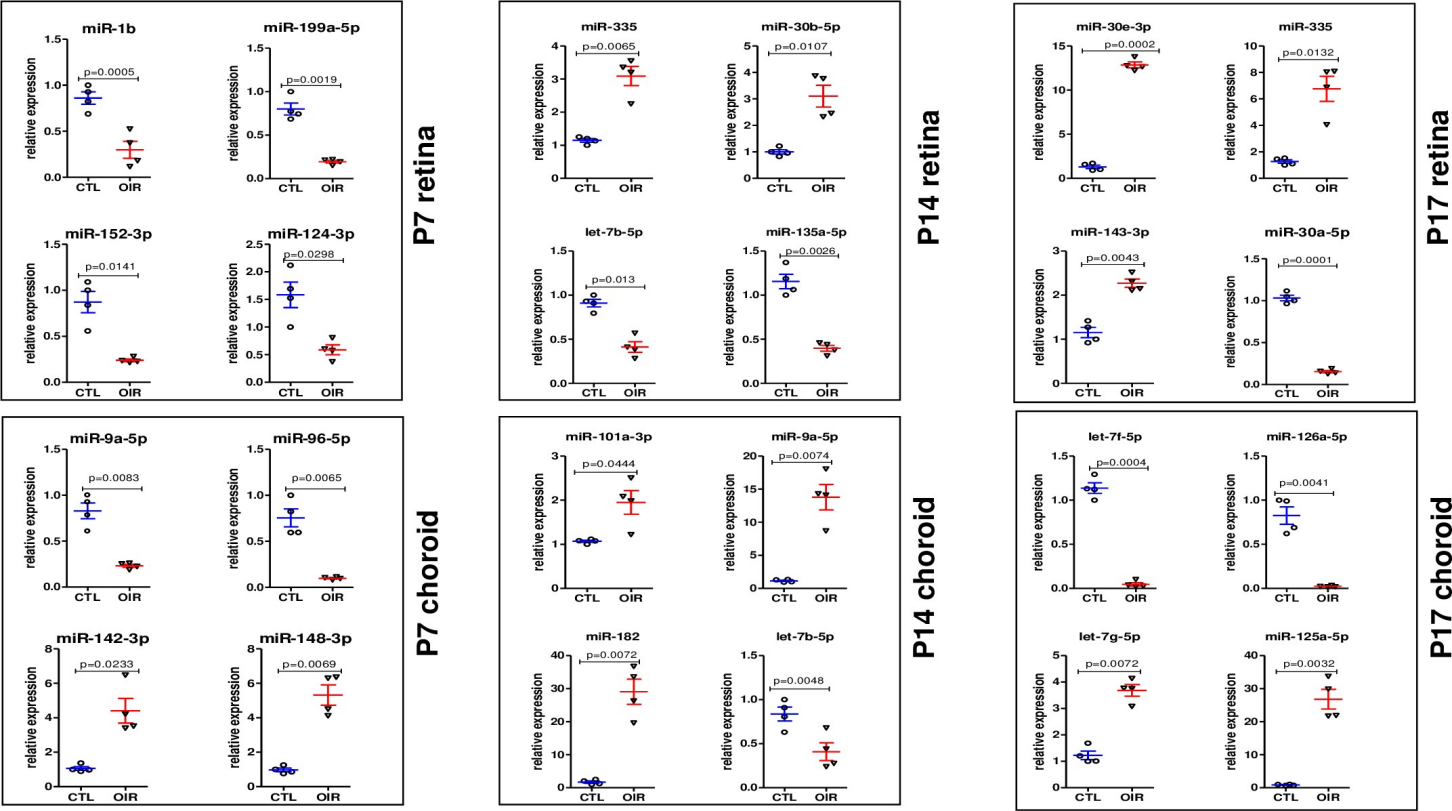
qRT-PCR validation analysis of the top most OIR-modulated miRNAs previously indentified by NGS. qRT-PCR validation of 24 miRNAs most modulated by OIR. Data show individual and mean values of miRNA expression normalized on U6 for each animal; P value was calculated by two-way anova with Bonferroni post-hoc test (n = 4).

### Identification of miRNAs associated with angiogenesis, inflammation and apoptosis during OIR

We next evaluated the expression pattern of 9 miRNAs most modulated during OIR (**Fig 6**) and previously shown to exert a significant impact on angiogenesis (**S2 and S3 Tables**). 

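miR-335 went from 4858 RPM (CTL) and 4227 RPM (OIR) at P7 to 5134 and 8080.4 RPM at P14 and 5077 and 7659 RPM at P17 in the retina. In the choroid it had 5524 and 6815 RPM at P7, 4817 and 4697 RPM at P14, and 4772 and 7098 RPM at P17. The photoreceptor miR-96-5p was higher in OIR in the P7 retina, at 1.24 (1.24 to 1.25), and lower at P14, at 0.591 (0.588 to 0.594), while in the choroid it was lower at P7, higher at P14 at 3.2 (3.16 to 3.25) and lower at P17 at 0.52 (0.51 to 0.531). The mesenchymal miR-199a-5p was higher in the P17 retina (1.75 (1.57 to 1.95)) and choroid (1.68 (1.67 to 1.7)), and at 0.784 (0.775 to 0.792) in the P14 choroid, above 1 with TMM. The muscle miR-1b was at 1.6 (1.59 to 1.62) in the P7 choroid, and miR-30a-5p between 0.952 and 1.23 in all 6 pairs. None of the 9 miRNAs passed edgeR's test of a difference in the OIR change between the tissues (adjusted p from 0.875 to 0.997). In that test 0 of 687 miRNAs passed (37 at an unadjusted p under 0.05, and 4 with DESeq2, miR-349, miR-352, miR-466d and miR-489-3p). All fits entered an unlisted miRNA with no UMIs, so large fitted changes of rare miRNAs can rest on unlisted values. Between P7 and P17, 73 of 641 miRNAs differed in the retina (adjusted p under 0.05, edgeR) and 0 of 721 in the choroid (159 unadjusted, 69 with DESeq2), with none of the 9 among them. Without either P17 retina library, 0 differed.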

Expression levels of miRNA as a function of time differed markedly, and some miRNAs exhibited opposing profiles between retina and choroid, as seen for miR-335 and -96-5p **(Fig 6**).

**Fig 6:**
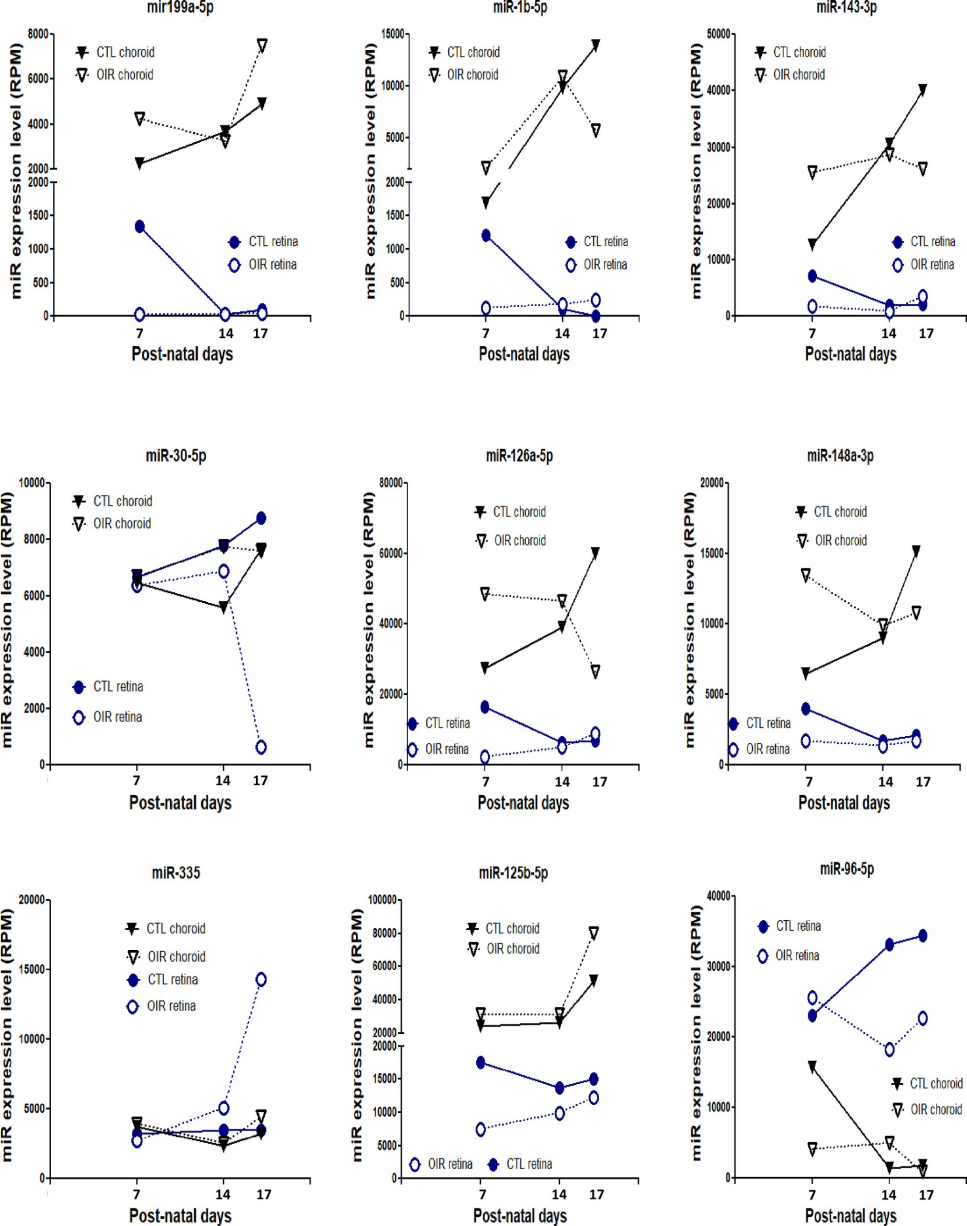
Age-dependent expression pattern of 9 miRNA associated with angiogenesis and most modulated by OIR. Retinal and choroidal tissues were collected at P7, 14 and 17 in OIR and control (normoxia-raised) rats. Data are total RPM of a 5 rats/group.

We proceeded to compile relevant information from the literature associated with anti- and pro-angiogenic activities of these 9 miRNAs highly altered in OIR. 4 miRNAs revealed to exhibit pro-angiogenic functions (miR-1b-5p, -30a-5p, -126a-5p, 96-5p), 2 miRNAs anti-angiogenic functions (miR-199a-5p, -125b-5p) and 3 miRNAs showed an unclear or contradictory function/effect on angiogenesis (miR-143-3p, -148a-3p, -335) (**S2 and S3 Tables**). Among the pro-angiogenic miRNAs, miR-1b-5p induces cardiomyocyte progenitor cells by targeting Spred1 [22]; miR-30a-5p regulates endothelial tips cell formation by modulating Notch signaling [23]; miR-126a-5p an endothelial specific miRNA is known to be required for vascular integrity, embryogenesis and angiogenic activation signaling [24,25]; miR-96-5p, a miRNA induced in hypoxic condition [26], plays a pro-angiogenic role in carcinogenesis [27]; miR-199a-5p targets ETS-1 to suppress HMEC angiogenesis [28] and suppresses tumor growth by inhibiting VEGF and HGF signaling [29]; miR-125b-5p has been inversely correlated with VEGF expression [30].

In addition to angiogenesis, we evaluated links of these 9 OIR-modulated miRNAs to inflammation and apoptosis. Results indicate that these miRNAs have the properties to modulate inflammatory and apoptotic signaling in different cell types (**S4 Table**). Seven of theses miRNAs exert anti-inflammatory effects, such that miR-199a-5p suppresses IKKb/NF-κB/IL-8 in endometrial stromal cell [31] and COX-2 in osteoarthritic chondrocytes [32]; miR-1 inhibits lung TH2 inflammation-induced by ovalbumine [33]; miR-143 inhibits IL-13 in epithelial cell [34]; miR-30a antagonizes the action of INFγ in adipocytes [35] and also targets IL-1α in islets [36]; miR-148a-3p inhibits pro-inflammatory cytokines release via p38/MAPK signaling [37]; miR-335 reduces sepsis-dependent inflammatory response in endothelial cells via FASN [38]; overexpression of miR-125b protects against LPS-induced M1 phenotype (pro-inflammatory macrophage) to promote M2 phenotype (pro-angiogenic macrophage) [39]. Moreover, we found 5 miRNAs with pro-apoptotic properties (miR-199a modulate caspase-3 [40]; -1b target BCL-2 [41]; -143 modulate NF-κB pathway [42]; -30a target AGE-1 [43]; 148a target BCL-2 [44]) and 3 miRNAs with anti-apoptotic properties: (miR-126 promotes retinal endothelial cell survival by SetD5 regulation [45]; miR-335 modulates senescence of aging mesenchymal stromal cells [46]; miR-95-5p inhibits apoptosis and authophagy by targeting ATG7 and ATG16 [47]).

### *In silico* bioinformatic analysis of key angiogenic, inflammatory and apoptotic factors predicted to be targets of OIR-modulated miRNAs

We investigated potential predictive miRNA/mRNA angiogenic, inflammatory and apoptotic targets using bioinformatics as summarized in **Fig 7**.

**Fig 7:**
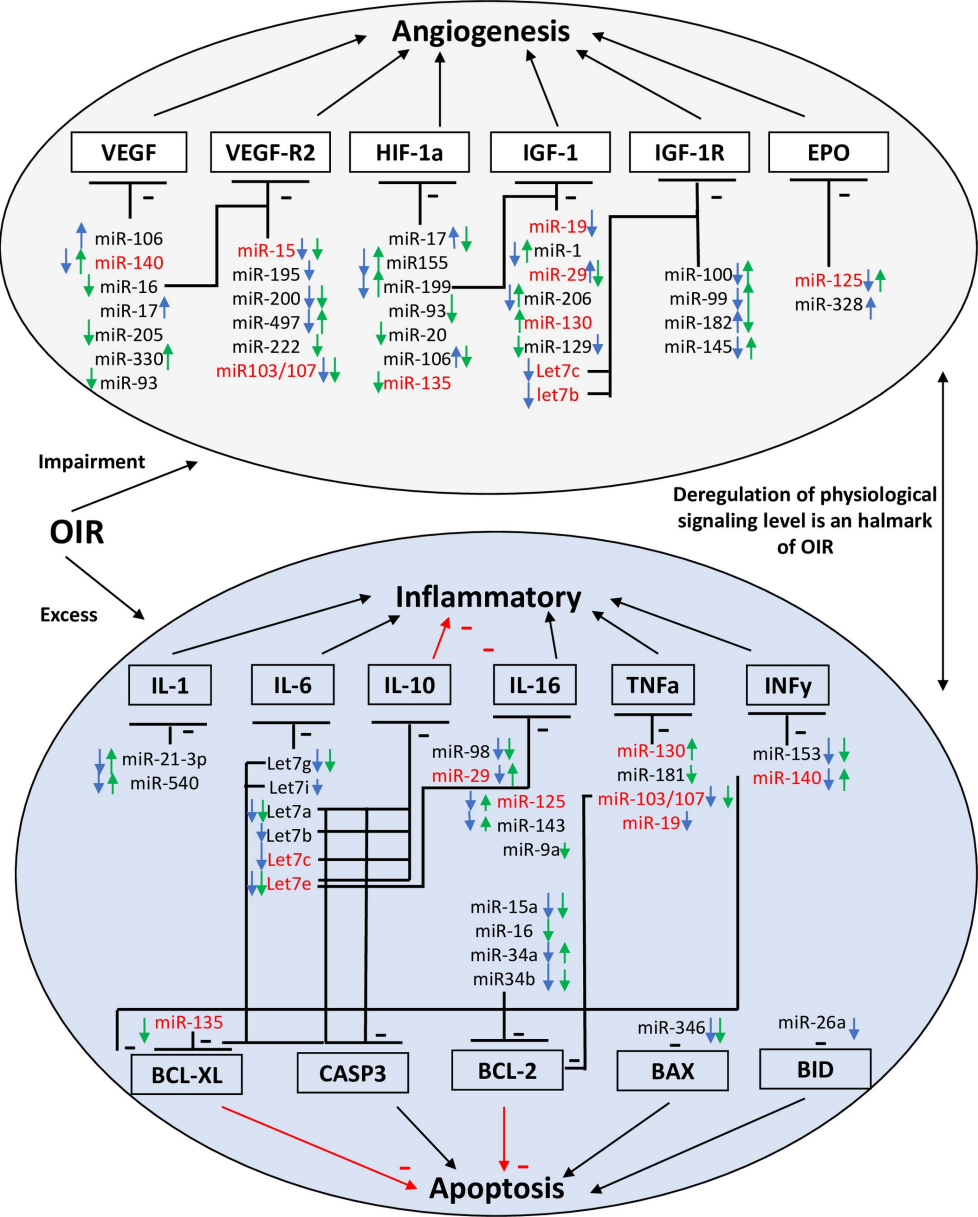
Summary of bioinformatic analysis of key angiogenic, inflammatory and apoptotic factors predicted to be targets of OIR-modulated miRNAs at P7. Connectome of predicted angiogenic, inflammatory and apoptotic targets (mRNAs) of miRNAs modulated (up or down) by >1.2 fold in OIR-subjected retina (blue arrow) and choroid (green arrow) at P7, based on bioinformatic algorithms (of miRSystem database); miRNAs identified in red refer to those that affect more than one biologic effect (i.e. angiogenesis, inflammation and/or apoptosis).

Six angiogenic factors (VEGF, VEGFR2, HIF-1a, IGF-1, IGF-1R, EPO), 6 inflammatory factors (IL-1, -6, -10, -16, TNFα, INFy,) and 5 apoptotic factors (BCL-2, BCL-XL, BAX, BID, CASP3) were analyzed for miRNA targeting according to algorithms of miRSystem database, which integrates seven well-known miRNA target gene predictive programs, including DIANA, miRnanda, miRBridge, PicTar, PITA, rna22 and TargetScan [18]. VEGF was the angiogenic factor with the highest number of validated miRNAs. Of these, miR-16 was highly expressed in retina and choroid from control animals but reduced in OIR at P7. miR-16 is also predicted to target VEGFR2 with a total of 6 hits on predicted target sites. On the other hand, miR-106 and miR-330 showed a great modulation profile but with lower level of expression in retinal/choroidal tissues (**S5 Table**); miRNAs predicted to regulate VEGFR2 are not validated. miR-103/107 showed a medium level of expression, but was reduced in OIR retina (retina: fc = 0.77, choroid: fc = 0.62). 

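miR-16-5p, a repressor of the cell cycle, had a ratio of 0.957 (0.954 to 0.96) in the P7 retina and 0.797 (0.794 to 0.80) in the P7 choroid. It was the third most abundant miRNA of both CTL tissues.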

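miR-106b-5p, the listed miR-106 arm with the higher level, had 221 RPM in the P7 CTL retina and a ratio of 1.93 (1.84 to 2.03), and 170.3 RPM and 0.899 (0.839 to 0.965) in the choroid. miR-330-3p was at 1.85 (1.16 to 3.01) in the retina and 1.78 (1.16 to 2.79) in the choroid, at under 10 RPM, and miR-330-5p at 0.705 (0.586 to 0.845) and 1.23 (1.03 to 1.47). The joint entry miR-103-3p/107-3p had 4848 RPM in the CTL retina and 4569 RPM in the CTL choroid, with ratios of 0.882 (0.871 to 0.893) and 0.726 (0.716 to 0.737).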

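miR-17-5p, of the growth-promoting miR-17 cluster, had 329.8 RPM in the P7 CTL retina and 272 RPM in the CTL choroid, with ratios of 1.36 (1.31 to 1.42) and 0.897 (0.849 to 0.948). Its relatives miR-93-5p and miR-20a-5p were at 0.904 (0.896 to 0.912) and 0.928 (0.911 to 0.945) in the retina and lower, at 0.61 (0.603 to 0.617) and 0.617 (0.601 to 0.632), in the choroid. miR-20b-5p was at 0.968 (0.876 to 1.07) and 0.78 (0.692 to 0.879). miR-135a-5p was at 1.2 (1.18 to 1.22) in the retina and 0.454 (0.442 to 0.468) in the choroid, and miR-135b-5p at 1.27 (1.22 to 1.32) and 0.377 (0.349 to 0.407).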

HIF-1a, another angiogenic target presented one validated miRNA (miR-17) that was modulated in OIR with very low level of expression in retina and choroid (**S5 Table**). miR-199, -93, -20, -135 with a medium level of expression were also predicted (≥4 hits) to target HIF-1a (**S5 Table**). 

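Both arms of the mesenchymal miR-199a were higher in the OIR choroid at P7. miR-199a-3p was at 1.92 (1.91 to 1.93), from 33279.8 RPM in CTL, and miR-199a-5p at 2.2 (2.17 to 2.23), from 3303 RPM in CTL.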

Interestingly, miR-199 was very highly expressed in both retina and choroid and exhibited a significant OIR-modulated profile (retina fc = 0.02, choroid fc = 1.64). 

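let-7c-5p, a member of the let-7 family that represses growth genes, had 11044 RPM in the P7 CTL retina and a ratio of 0.579 (0.574 to 0.585). In the P7 choroid it had 16417 RPM in CTL and a ratio of 1.26 (1.26 to 1.27).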

IGF-1, another important angiogenic factor with vascular protective effects in ROP, was predicted to be targeted by miR-199 and let7c, two miRs highly expressed in retina and choroid (**S5 Table**). 

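miR-182, of the photoreceptor cluster, was higher in the OIR retina at P7, with a ratio of 1.4 (1.39 to 1.4), and lower in the OIR choroid, with a ratio of 0.466 (0.464 to 0.467).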

IGF-1 type-1 receptor (IGF-1R) was predicted to be targeted by miR-182 and let7c, which are also highly expressed in retina and choroid and modulated by OIR. Only one highly expressed miR (miR-125) modulated by OIR was found to target EPO (4 hit prediction).

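miR-125b-5p, which the paper describes as a negative regulator of angiogenesis, had 26327 RPM in the P7 CTL retina and a ratio of 0.478 (0.475 to 0.481). miR-125a-5p had 6915 RPM there and a ratio of 0.631 (0.624 to 0.638).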

Among the highly expressed miRNAs in retina downregulated by >20%, and predicted to target inflammatory factor (**S6 Table**), were: miR-21-3p targeting IL-1b, the let-7 family member -g, -i, -a, -b, -c, targeting both IL-6 and the anti-inflammatory IL-10, and miR-125 and -143 targeting IL-16. 

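In the P7 retina, miR-21-3p, the minor arm of the miR-21 hairpin, was at 0.782 (0.636 to 0.959), with 20.2 RPM in CTL. let-7b-5p was at 0.632 (0.622 to 0.642), let-7g-5p at 0.906 (0.897 to 0.915) and let-7f-5p at 0.926 (0.922 to 0.93). Of the 9 let-7 members, 5 were below 0.8 and all 9 below 1.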

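For the choroid at P7, let-7g-5p was at 0.734 (0.725 to 0.742), let-7e-5p at 0.826 (0.814 to 0.837) and let-7a-5p at 0.838 (0.833 to 0.843). The neuronal miR-9a-5p was at 0.37 (0.369 to 0.371) and miR-181a-5p, abundant in neural retina, at 0.354 (0.345 to 0.363). In the P7 retina, miR-9a-5p was at 1.14 (1.14 to 1.14) and miR-181a-5p at 0.98 (0.965 to 0.995).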

In the choroid, let-7g, -a, -e target IL-6 and IL-10, let-7e and miR-9a target IL-16 and miR-181a target TNFα, were identified; interestingly, no retinal-miRNAs are found to be significantly upregulated (≥20%) for this inflammatory factor. In contrast, in the choroid, 3 highly expressed miRNAs are upregulated: miR-21-3p targeting IL-1b, miR-125 and -143, that target IL-16. 

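In the P7 choroid, miR-21-3p was at 1.82 (1.54 to 2.15), with 21.9 RPM in CTL. The smooth muscle miR-143-3p was at 2.33 (2.32 to 2.35), with 18779 RPM in CTL, and miR-125b-5p at 1.51 (1.51 to 1.52), with 35369 RPM. miR-125a-5p was at 1.04 (1.03 to 1.05), a ratio below 1 with TMM or when scaled to total reads.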

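In the P7 retina, let-7i-5p was at 0.716 (0.711 to 0.721) and let-7a-5p at 0.747 (0.742 to 0.752). miR-26a-5p, with 18672 RPM in CTL, was at 0.95 (0.944 to 0.956), and miR-26b-5p, with 21135 RPM, at 0.94 (0.935 to 0.946).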

The downregulated miRNA linked with predictive-apoptotic factor (**S7 Table**) are in the retina: miRNA let7i, -a, -c target simultaneously BCL-XL and CASP3, and miR-26 targets BID. 

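Among let-7 members of the choroid at P7, let-7f-5p was at 0.937 (0.933 to 0.941), let-7i-5p at 1.31 (1.3 to 1.32) and let-7b-5p at 1.13 (1.12 to 1.14), the last below 1 when scaled to total reads. miR-30d-5p, with 7286 RPM in CTL, was at 0.865 (0.856 to 0.874).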

In the choroid, miR-16 targets BCL-2, miR-135, and let-7g, -a, -e, -f target both BCL-XL and CASP3, while miR-30d targets only CASP3. 

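At P7, miR-140-3p, known from cartilage, was lower in the OIR retina (0.715 (0.697 to 0.733)) and higher in the OIR choroid (1.62 (1.59 to 1.65)). miR-29a-3p and miR-29b-3p, which target collagens, were lower in the retina (0.507 (0.49 to 0.525) and 0.668 (0.624 to 0.715)) and higher in the choroid (2.03 (1.99 to 2.08) and 2.13 (2.02 to 2.24)), while miR-29c-3p was at 0.856 (0.841 to 0.871) in the choroid. miR-19a-3p and miR-19b-3p, of the miR-17 cluster, were higher in the retina (1.36 (1.33 to 1.39) and 1.26 (1.25 to 1.27)) and lower in the choroid (0.814 (0.789 to 0.84) and 0.763 (0.754 to 0.772)). The endothelial miR-130a-3p was at 0.947 (0.932 to 0.964) in the retina and 1.5 (1.48 to 1.52) in the choroid. miR-130b-3p was at 1.08 (1.04 to 1.12) in the retina, below 1 when scaled to total reads, and 0.481 (0.453 to 0.51) in the choroid. miR-15a-5p was at 0.961 (0.942 to 0.982) and 0.641 (0.623 to 0.659), and miR-15b-5p at 0.87 (0.847 to 0.894) and 0.515 (0.495 to 0.536).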

Many other miRNAs are modulated by >20% but are not highly expressed (**Fig 7**), and some of these miRNAs have multiple targets in the same signaling pathway as well as in angiogenesis and inflammation/apoptosis, as is the case for miR-140, -15, -103/107, -135, -19, -29, -130, -125 and let7c and b (**Fig 7**).

## Discussion

Although miRNAs are recognized as critical factors in the regulation of numerous biological and cellular processes such as growth, apoptosis, inflammation, metabolism and angiogenesis [3–6], their specific participation in IRs remains to be defined. With the intention of providing a broad scope miRNA profile in different phases of OIR using a sensitive and accurate approach, we conducted the present study using NGS [14,15]. We identified a number of miRNAs in retina and choroid with altered expression during the different phases of OIR (relative to control). We found around 1000 miRNAs expressed in retinal and choroidal tissues, but we focused our attention on the most abundant miRNAs (≥1000 RPM) that were modulated by more than 20% in OIR. Our results showed around 6% (60–69 miRNA) of the total of miRNAs highly expressed in retina and choroid. This range was very similar to a previous study that evaluated the modulation pattern of miRNAs in plasma of human patients with stage 3 ROP [48], and in retina of OIR mice model [49]. RT-PCR evaluation of the 24 most modulated miRNAs validated the changes observed by NGS.

The major modulation of miRNAs in OIR occurred at P7, which corresponds to the early phase of microvascular degeneration in the retina. We identified 6 miRNAs implicated in both angiogenesis and inflammation that were downregulated in the retina by ~80% including miR-199a-5p and -3p, miR-1b, miR-126a-3p and -5p, miR-152-3p. For instance, miR-199a-3p was previously reported to be downregulated and associated with impaired microvascular function in the retina of rats with diabetic retinopathy [50] and with anti-inflammatory properties including IKK/NF-κB/IL-8 [31] and COX-2 signaling suppression [32]. miR-1 expression was reduced in a mouse model of retinal degeneration (retinitis pigmentosa) [51] and overexpression of miR-1 inhibits inflammatory response [33]. miR-152 was shown to be diminished in vitreous humour of patients with exudative AMD [52] and overexpression of miR-152 stimulates T-cell proliferation and cytokine production in gastric cancer cells lines [53]. Furthermore miR-126, implicated in vascular integrity homeostasis, embryogenesis, angiogenesis signaling, vascular repair and retinal cell survival [24,25] and inflammatory suppression [54], was reduced in peripheral blood from patients with diabetic retinopathy [55]. Intriguingly, we noticed that the miRNAs (miR-199a-5p, 126a-3p and 152-3p) associated with detrimental microvascular functions and downregulated in the retina, were upregulated (>1.6-fold) in the choroid. This infers that regulation of their expression and of their targets may differ depending upon the vascular bed; the cellular origin of these changes are also likely to differ.

Apoptosis is a critical process involved in the development of choroidal involution [19]. We identified miR-96-5p which possesses dual anti-apoptotic/pro-angiogenic functions by targeting caspase-9 in cancer cells [56] and the anti-angiogenic tyrosine-phosphatase PTPN9 [27], highly downregulated in the choroid. NGS analysis also showed that miR-9a-5p and miR-182 were the most abundant miRNAs in both retina and choroid, with high levels of expression (>100000 RPM); however, both miRNAs were exclusively altered in the choroid, but not in the retina. On the other hand, these two miRNAs have yet to be implicated in the regulation of angiogenesis, whilst miR-9a is a versatile regulator of neurogenesis [57], and is one of the most highly expressed miRNAs during brain development [58] as well as being involved in microglial inflammatory response [59]; whereas miR-182 is abundantly expressed in mammalian retina [60] as observed herein, and has been implicated to promote cell proliferation and metastasis in breast cancer [61].

Regarding the end phase of vessel degeneration at P14, miR-96-5p, miR-182, miR-183-5-5p and miR-9a were most modulated in choroid in OIR. Interestingly, it has been reported that miR-96/-183/-182 cluster is highly expressed in various types of terminally differentiating sensory neurons, including photoreceptors [62], however, its role in angiogenesis has yet to be described. On the other hand, during retinal neovascularization phase (P17), several members of the miR-30 family were altered including miR-30a-5p, miR-30e-5p, and miR-190b-5p, by ~75% downregulation and miR-30e-3p, miR-335, miR-30b-5p by ~300% upregulation. miR-30 family members are known critical regulators of development of bone, reproductive system, and adipose tissue [20], but are also involved in the pathogenesis of cardiovascular and renal disorders; while in cancer they play an important role as tumor suppressors and/or oncogenics [63]. In a study using Zebrafish as model, some member of this miRNA-30 family showed to target Delta-like 4 (DLL-4), a key regulator in vascular development and angiogenesis [64]. On the other hand, in the choroid, 50% of the miRNAs that exhibited significant modulation belong to the let-7 family. This miRNA family is the most characterized and plays a number of biological roles in ischemia [13], tumoral, and retinal angiogenesis [21]. Whereas highly expressed miR-125a-5p is involved in inhibiting endothelial cell proliferation by targeting RTEF-1 genes [65] and in the constitutively activation of NF-κB pathway [66], which may suggest a role of this miRNA in choroidal involution.

The expression pattern of the 9 most modulated miRNAs identified was complex and characterized by bi- and tri-phasic modulation curves that varies with time and ocular origin (retina or choroid). We documented the targets for each of the miRNAs exhibiting major changes. Our research in the literature showed that miR-1b-5p, -30a-5p, -126a-5p, 96-5p have pro-angiogenic functions [22,23,25,27]. For instance, miR-1b-5p is known to control postnatal cardiomyocyte proliferation by targeting Spred1 [22], and miR-30a-5p regulates endothelial tips cell formation and arteriolar branching by modulating Notch signaling pathway [23]. On the other hand, miR-126a-5p, an endothelial specific miRNA, is well-known to be required for vascular integrity, embryogenesis and angiogenic activation signaling [24,25]. While miR-96-5p, a miRNA induced in hypoxic conditions, exerts pro-angiogenic functions in tumorigenesis [26,27]. Other miRNAs such as miR-199a-5p and -125b-5p act as negative regulators of angiogenesis [29,30]. For instance, miR-199a-5p is known to inhibits VEGF-induced tumorigenesis [67] and suppresses human bladder cancer cell metastasis by targeting C-C chemokine receptor type 7 (CCR7) [68]; this miRNA is also documented to target ETS-1 and suppresses HMEC angiogenesis by inhibiting VEGF and HGF signaling [29]. miR-125b-5p expression inversely correlates with VEGF expression [30] and miR-125a are involved in the regulation of hematopoietic stem cell number [69]. In the case of miR-143-3p, -148a-3p, -335 they were reported with opposing functions/effects on angiogenesis [70–75]. Finally, we performed bioinformatic analysis of putative angiogenic key factors (VEGF, VEGFR2, HIF-1a, IGF-1, IGF-1R, EPO) predicted to be targeted by altered miRNAs during OIR. miR-199 (fc = 0.02), miR-182 (fc = 1.25) and miR-125 (fc = 0.43) predicted to target at least one of the following angiogenic factors, IGF-1, IGF-1R and EPO. miR-16 and miR-let-7c targeted two factors at once, VEGF and VEGFR2 for the former, and IGF-1 and IGF-1R for the latter. Moreover, some OIR-modulated miRNAs are predicted to target simultaneously angiogenesis and inflammatory/apoptotic processes as is the case for Let-7c and -e, miR-135, -29, 130, -103/107, -19 and -140.

The present study focused on retinal and choroidal miRNA upon exposure to hyperoxia. Nonetheless, the expression profile of miRNAs in rat has been reported to be modulated by hyperoxia-induced oxidant stress in other tissues [76] as well as in plasma [77]. An analysis of more than 100 scientific articles reveals that the expression pattern of miRNAs is modified under such oxidative stress in different cell types and tissues, and suggests specific miRNAs as circulating biomarkers [78].

To our knowledge, this is the first study to describe the alterations on miRNA expression profiling in both retinal and choroidal tissues during genesis of OIR by using NGS technology. This is also the first comparative study exploring the effects of hyperoxia on miRNA modulation and its correlation with vessel degeneration in OIR, complementing a previous a previous report on miRNAs-profiling in a mouse model of proliferative retinopathy, where retinal (but not choroidal) miRNAs were identified, using an array rather than NGS, and performed only during the NV phase [79]. Although there are differences between species regarding vulnerability to OIR [80,81], the present study utilizes an established reproducible model of OIR in Sprague-Dawley rats [82], which complements other works [79]. In recent years, clinical studies in humans and animal studies have identified a large-spectrum of deregulated miRNAs involved in development and progression of several diseases such cancer, cardiovascular, metabolic and degenerative pathology [3–5,7,8]. In this regard miRNA-based therapy may have potential as shown with angiomiRs for tumor angiogenesis and cardiovascular revascularization [4,11]. Overexpression or inhibition of specific miRNAs using miRs mimic or antagomir therapy, allows to determine functionally relevant miRNAs during ontogeny and pathology, accordingly potentially slowing down and/or reversing the development of targeted disorders [3,7,12,13]. The present study provides important cues for IRs and specifically OIR, by establishing a solid framework to further explore the characterization of specific miRNAs involved in microvascular modulation process during retinopathy, that can lead to the development of potential miRNA-based therapy, as suggested based on preclinical studies [83–85].

## Supporting information

S1 Fig Effect of hyperoxia on retinal and choroidal vasculature. Representative images of flat-mounted retinas stained with lectin revealing (A) vasculature of normoxic (CTL) and OIR-subjected rats at P14 and P17, and (B) choroid thickness.
(TIF)

S1 Table Summary of next generation sequencing raw reads generated.

S2 Table Analytic summary of 9 most significantly altered miRNAs in OIR associated with angiogenesis (Table 1 of 2).

S3 Table Analytic summary of 9 most significantly altered miRNAs in OIR associated with angiogenesis (Table 2 of 2).

S4 Table Interaction of the 9 most significantly modulated miRNAs in OIR with inflammatory and apoptotic processes.

S5 Table Bioinformatic analyses of angiogenic factors predicted to be targeted by OIR-modulated miRNAs during vascular degeneration (at P7).

S6 Table Bioinformatic analyses of inflammatory factors predicted to be targeted by OIR-modulated miRNAs during vascular degeneration (at P7).

S7 Table Bioinformatic analyses of apoptotic factors predicted to be targeted by OIR-modulated miRNAs during vascular degeneration (at P7).

S8 Table List of most upregulated and downregulated miRNAs in OIR condition at P7, P14 and P17 in the retina and choroid. OIR and CTL Values are RPM and fold change (FC).
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

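Small RNA was sequenced in 12 libraries of pooled rat tissue, 1 library for each combination of tissue (retina or choroid), age (P7, P14 or P17) and arm (OIR or CTL), with 5 retinas or choroids in each pool. The condition of each library was taken from its sample title and tags, which name the same tissue and arm for all 12. For each library the authors' files give the reads in each RNA class and, for miRNAs, piRNAs, tRNAs and other RNAs, the reads and the unique molecular identifiers (UMIs) of each feature with at least 10 UMIs. These values are counts, not normalized, as deposited. According to the sample labels, the authors made them from base calls by bcl2fastq, adapter trimming by cutadapt and alignment by Bowtie to the rat build Rnor_6.0. No parameters and no versions of cutadapt and Bowtie are stated, and the counting tool is not named. The labels name the QIAseq miRNA kit, and the paper's methods name TruSeq Small RNA. The class reads of every library sum to its total, and all columns of values were read from the 48 files. The miRNAs listed hold at least 99.9875% of the reads of the miRNA class in every library. No coordinates were used, since the files name mature miRNAs only.

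Depth ran from 11081697 to 20867904 total reads and from 6994293 to 14228453 miRNA UMIs per library, with 1.07 to 1.14 miRNA reads per miRNA UMI. miRNA UMIs came to 48.3% to 68.9% of total reads. The level of a miRNA was its UMIs per 1000000 miRNA UMIs (RPM). The paper describes its RPM both as reads among mapped reads and as UMIs over total raw reads, and the second definition was added as an alternative after the data were seen. For each of the 6 pairs of OIR and CTL libraries of the same tissue and age, the OIR to CTL ratio was given with an exact conditional (Clopper-Pearson) 95% interval on the UMIs, which covers counting error only. For ratios and list medians, a miRNA not listed in a library was set to 10 UMIs as a bound. The edgeR and DESeq2 fits entered it with no UMIs. No test across animals can be had for a pair, with 1 library per group. Highly expressed means at least 1000 RPM in the CTL library, and modulated means a ratio above 1.2 or below 0.8. The interval of a median comes from 1000 Poisson resamples of the counts.

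The 15 miRNA lists (photoreceptor cluster, neuronal, pigment epithelium, endothelial, mesenchymal and mural, striated muscle, erythroid, leukocyte, surface epithelium, hypoxia, let-7 family, miR-30 family, miR-29 family, miR-17 clusters and Dlk1-Dio3 cluster) were fixed from general knowledge before the data were examined. Of 114 names, miR-129-2-3p is listed in no library, and miR-133a-3p and miR-133b-3p share 1 entry. A list's median log2 ratio was taken over members with at least 20 UMIs in 1 of the 2 libraries, and placed among 10000 random lists in which each member was drawn from the 60 miRNAs nearest in expression. A median outside the central 95% of these is described as such. With 90 list medians, a few lie outside it by chance alone. The random lists are drawn miRNA by miRNA, while members of a family or cluster can move together. A median outside the central 95% is therefore a description and not a measure of evidence. Many members of the lists are also among the miRNAs that the paper names.

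Tests were run only where ages, tissues or arms serve as repeats, on miRNAs with at least 10 UMIs in at least 0.5 of the libraries of the fit, with edgeR 4.0.16 (TMM, quasi-likelihood test) in R 4.3.3 and Benjamini-Hochberg adjustment at 0.05. These were the OIR effect in each tissue across ages with age as a block, its difference between the tissues, the difference between the tissues, and P17 against P7 in each tissue. Alternatives were DESeq2 1.42.0, no filter, reads in place of UMIs, no block, and leaving out each age or library in turn. For pairs and lists, the alternatives were reads, a denominator of all RNA classes, TMM, a threshold on either library, 1/1.2 in place of 0.8, a 2-fold threshold, the whole interval past the threshold, and a floor of 100 UMIs for lists. Scaling to total reads, and leaving out the tissue-enriched miRNAs, were added after the data were seen. Before total reads were chosen, denominators and thresholds had been compared with the counts of Fig 1C, so that its closeness to those counts is not independent evidence. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

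The miRNAs named for a pair are those that the paper names for that tissue and age in its text or Figs 2 to 4, 6 and 7, and the 10 highest and 10 lowest ratios among miRNAs with at least 1000 RPM in either library whose interval excludes 1. Values in the paper had been seen when this rule was set. Where the paper's text names no arm, the more abundant arm of each listed member was taken, and both arms of miR-330 and miR-199a. The name miR-95-5p in the paper's text was not matched to any entry. For an edgeR test they are the 10 largest changes in each direction among those that passed and moved the same way in every pair. A miRNA was called tissue-enriched where it was at least 4-fold higher in 1 tissue than in the other in both the P14 and the P17 CTL libraries.

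The methods were tested on simulated data. In 14000 simulated ratios, 95.4% of the intervals held the true value. Of 200 random lists, 4% lay outside the central 95%. In simulated libraries with 200 changed miRNAs and a dispersion of 0.05, edgeR recovered 44.8% to 97.9% of 2-fold changes and 92.5% to 100% of 4-fold changes. The simulated changes were alike at all ages. Real changes that differ by age count as spread, with a log2 standard error of 1.51 for miR-199a-3p for OIR in the retina. The recovered shares therefore do not carry over to such miRNAs. The share of false calls comes from a single simulated data set per test. It was 6.49% for OIR in the retina, 2.82% for OIR in the choroid, and 5.88% and 3.73% for age in the retina and choroid. It was 10.3% between the tissues and 11.8% for the difference of the OIR effect between the tissues. In these data sets 4 of the 6 tests called more false miRNAs than the nominal 5%, the last 2 most of all. A single data set does not fix the rate of a test. The qRT-PCR of Fig 5, the target predictions and the stained vessels were not analysed here.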

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

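The rule that picks miRNAs with an interval wholly above 1.2 in all 4 P14 and P17 pairs, and RNA classes whose share is over 1.5 times as large in OIR, was set after values had been seen.

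miR-125b-5p, which the paper describes as a negative regulator of angiogenesis, was lower in the OIR retina and higher in the OIR choroid at every age, with a log2 difference of the OIR change, retina minus choroid, of -0.84 (standard error 0.37, p = 0.061, adjusted p = 0.875, edgeR). miR-3588, which the paper's text and figures do not name, did the same, with -0.81 (standard error 0.36, p = 0.063, adjusted p = 0.875, edgeR). Neither difference passed the test. Of 137 miRNAs whose interval excludes 1 in all 6 pairs, these 2 went opposite ways in the tissues at all ages, where random signs would give 4.28, so the count is not above what random signs give.

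miR-210-3p, a miRNA that hypoxia induces and that the paper's text and figures do not name, was higher in OIR in the retina at P14 (ratio 2.05) and P17 (1.53) and in the choroid at P14 (1.98) and P17 (2.75). At P7 it was at 1.12 in the retina and 0.584 in the choroid. miR-3574, also not named there, was higher in the retina at P14 (1.68) and P17 (1.52) and in the choroid at P14 (1.80) and P17 (2.26). The rule looks for increases only, and 4 other miRNAs not named there, miR-347, miR-3596a, miR-3596b and miR-3596c, had an interval wholly below 0.8 in all 4 pairs. In the choroid at P7, tRNA fragments, which the paper's text and figures do not treat, took a share of the listed UMIs that was 1.83 times as large in OIR as in CTL (1.07% and 1.96%). At P14 in the choroid the same share was lower in OIR, at 0.371 times that of CTL (10.1% and 3.74%), so the change at P7 was not kept with age. The P14 CTL choroid stood apart, with the highest tRNA share of any library and the lowest share of miRNA UMIs in total reads (48.3%). At P17 the tRNA share of the choroid was 3.47% in CTL and 3.10% in OIR. The difference at P14 may therefore lie in that CTL library.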

How the results depend on the processing

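The scaling to total reads and the setting without tissue-enriched miRNAs were chosen after the data were seen, and the cause of a change was not tested except where the setting itself counts fewer miRNAs or libraries. Counts and medians under alternatives came to 232, over the pairs, the lists outside the central 95% and the calls of the tests across libraries. Of these, 163 stayed within 1.5 times (counts) or the counting interval (medians), among them calls that were 0 in both settings. Another 64 moved, and 5 turned sign from a median whose interval excludes 0. Of 1076 ratios of named miRNAs, 1004 stayed on the same side of the thresholds, 28 came past one, 39 no longer did, and 5 turned direction while past one in either setting, all in the P14 choroid with TMM (1.03 for miR-199a-5p, 1.24 for miR-126a-5p, 1.27 for miR-148a-3p and 1.28 for both miR-1b and miR-335). In all, 30 values of 18 ratios lay on the other side of 1 from the main value, 25 of them past a threshold in neither setting. Of 360 list medians, 354 kept their place inside or outside the central 95% and 6 came to lie outside it, namely the miR-17 clusters in the P7 choroid with TMM, reads or total reads, and with a floor of 100 UMIs the hypoxia list in the P14 and P17 choroid and the endothelial list in the P17 retina. No list median outside it turned sign under any scaling, but these inside it did under TMM or total reads: miR-30, Dlk1-Dio3, endothelial and mesenchymal in the P14 choroid, leukocyte and miR-17 in the P17 choroid, Dlk1-Dio3 and miR-30 in the P7 choroid, miR-29, photoreceptor and striated muscle in the P14 retina, erythroid, miR-29, neuronal and photoreceptor in the P17 retina, and miR-30 in the P7 retina.

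A 2-fold threshold, which counts fewer miRNAs, left 0 above and 15 below in the P7 retina, 0 and 3 at P14, 0 and 1 at P17, and in the choroid 13 and 14, 5 and 1, and 2 and 6. TMM gave 7 above in the P14 retina, 22 above and 4 below in the P17 retina, and 36 above and 7 below in the P14 choroid. Its medians were -0.26 in the P14 retina, 0.075 in the P17 retina, and -0.043, 0.21 and -0.040 in the choroid at P7, P14 and P17. Total reads gave 5 above in the P7 retina, 6 above in the P17 retina, 21 above in the P7 choroid and 14 below in the P14 choroid, with medians of -0.24, -0.23 and -0.18 in the retina and -0.16, -0.0019 and -0.14 in the choroid. Without tissue-enriched miRNAs, 9, 7, 14, 8 and 19 were above in the retina at P7 and P17 and in the choroid at P7, P14 and P17, and 12, 18 and 9 (retina) and 12, 14 and 13 (choroid) were below at P7, P14 and P17. The medians were then -0.076, -0.063 and -0.049 in the retina and -0.039 and -0.083 in the choroid at P7 and P14. Reads gave medians of -0.11 and -0.10 in the retina at P7 and P14 and 0.10 and -0.19 in the choroid at P7 and P14. All RNA classes gave 0.054, -0.093 and 0.0038 in the choroid. A threshold on either library gave -0.11 in the P14 retina, 0.17 in the P7 choroid and 0.014 in the P17 choroid.

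Of 2341 fitted values of named miRNAs, 2084 stayed on the same side of the threshold, 114 came to pass it, 137 no longer did and 6 turned sign while past it in either setting. DESeq2 called 4 miRNAs for OIR in the retina, 4 for the difference between the tissues and 69 for age in the choroid, where edgeR called 0. Leaving out 1 age gave 0 to 1 calls for OIR in the retina and 155 to 371 between the tissues. Leaving out 1 library gave 0 to 152 for age in the retina and 0 to 65 in the choroid, and such a lone library is assumed to vary like the others. With 1 library left out, the log2 change with age in the retina ran from -1.00 to 1.52 for miR-126a-5p, -1.37 to 1.77 for miR-145-3p, -1.34 to 1.56 for miR-146a-5p, -2.31 to 0.98 for miR-1b, -0.69 to 0.95 for miR-203a-3p and -3.49 to 1.20 for miR-223-3p, each highest, and turned in sign, without the P7 CTL library. The depth leaves wide intervals only for rare miRNAs, such as miR-330-3p.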

Differences from the paper's values

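Alternatives named here were set before the data were examined, apart from the scaling to total reads, which was chosen after seeing the values. For counts, the threshold numbers are the paper's (1000 RPM, and 1.2-fold), but the unit is not. RPM here is UMIs per 1000000 miRNA UMIs, fixed before the data were examined, while the paper's text divides UMIs by total reads and its methods name mapped reads. The main unit sets a lower bar, with 83 highly expressed miRNAs in the P7 retina against 66 in the unit of the paper's text.

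In the P7 retina the paper counts 6 upregulated miRNAs, and the files gave 14. All alternatives set before the data were examined differ as well, with 14 (all RNA classes, a threshold on either library, 1/1.2 for lower), 13 (TMM), 12 (reads, or the whole interval past 1.2) and 0 (2-fold). Scaled to total reads, chosen after seeing the values, it was 5. In the P7 choroid the paper counts 20 upregulated, and the files gave 35. TMM (30) is within 1.5 times of the paper's value, and reads (34), all RNA classes (34), a threshold on either library (43), 1/1.2 (35), 2-fold (13) and the whole interval (34) are not. Total reads, chosen after seeing the values, gave 21. In the P14 choroid the paper counts 14 downregulated, and the files gave 30. All the alternatives set before differ, with 30 (reads, a threshold on either library), 22 (all RNA classes), 7 (TMM), 35 (1/1.2), 1 (2-fold) and 28 (whole interval). Total reads, chosen after seeing the values, gave 14. For all modulated miRNAs of the P14 choroid, the paper's count is 30 and that of the files 46. All RNA classes (38), TMM (43) and the whole interval (44) are within 1.5 times, and reads (46), a threshold on either library (47), 1/1.2 (51) and 2-fold (6) are not. Total reads, chosen after seeing the values, gave 30. Of the miRNAs that Figs 2 to 4 show as modulated, the scaling to total reads leaves none of 20 unmodulated in the retina at P7 and P14, none of 20 and 21 in the choroid at P7 and P14, 5 of 22 in the P17 retina and 2 of 28 in the P17 choroid, where the main scaling leaves 4 and 3, and 1 of 21 in the P14 choroid. It also gave 60 to 71 highly expressed miRNAs per pair and 73.9% lower in the P17 retina.

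The paper's sequencing methods state 70 (in units of 1000000 paired-end reads) per sample, and the files hold 17.0 total reads in that unit per library on average, with no alternative to compare.

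For fold changes at P17, none of reads, all RNA classes, TMM or total reads brings any of the following within 1.5 times of the paper's value. In the retina, the paper gives 0.073 for miR-30a-5p, and the files gave 1.10. The paper's value for miR-30e-5p is 0.132, against 1.09 here. For miR-30e-3p it is 4.896, against 1.34. miR-335 has 4.083 in the paper and 1.51 here, and miR-30b-5p has 3.024 in the paper and 1.24 here. In the choroid, the paper gives 0.085 for let-7f-5p (and 0.85 for it among the abundant miRNAs), and the files gave 0.786. For miR-126a-5p the paper's value is 0.167, against 1.31 here, and for miR-126a-3p it is 0.439, against 1.45. miR-101a-3p has 0.185 in the paper and 1.38 here. miR-125a-5p has 9.13 in the paper and 0.981 here. let-7e-5p has 6.233 in the paper and 0.559 here, and let-7g-5p has 5.714 in the paper and 0.875 here.

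In directions, the paper describes miR-30a-5p and miR-30e-5p as lower in the P17 retina, and here neither was below 1. It describes miR-126a-5p, miR-126a-3p and miR-101a-3p as lower and let-7e-5p, let-7g-5p and miR-125a-5p as higher in the P17 choroid, and here the first 3 were higher, the let-7 pair lower and miR-125a-5p near 1, while let-7f-5p was lower as in the paper. The paper describes a small downregulation in the P7 choroid and a general upregulation in the P14 choroid. The medians here were 0.07 and -0.18, with -0.04 and 0.21 under TMM and -0.16 and -0.0019 when scaled to total reads, chosen after seeing the values. The paper puts the peak of the retinal downregulation at P7. The median here was lower at P14 (-0.13) than at P7 (-0.09), while miRNAs below 0.5 were most frequent at P7 (15, against 3 and 1), but not without the tissue-enriched miRNAs, set aside after the data were seen (1 at P7, 2 at P14 and 0 at P17), so this order rests on them. Scaled to total reads the median was lowest at P7 (-0.24). In its passage on P7, the discussion has miR-9a-5p and miR-182 altered in the choroid and not in the retina. Here miR-182 was above 1.2 in the P7 retina (1.4), and miR-9a-5p was not (1.14). At P14, which that passage does not treat, miR-182 was at 1.32 in the retina (1.15 with TMM and 1.22 with total reads) and miR-9a-5p at 1.05. miR-532-3p, named as strongly higher in the P7 choroid, was at 0.942, and miR-542-3p, which Fig 2E shows, at 2.41. Of the miRNAs named as lower by the largest share in the P7 choroid, none was below 0.3 here (0.304 for miR-96-5p to 0.382 for miR-183-5p), and scaled to total reads, chosen after seeing the values, 5 of the 7 were, miR-96-5p (0.261), miR-124-3p (0.288), miR-9a-3p (0.293), miR-190b-5p (0.297) and miR-181a-1-3p (0.298), with miR-9a-5p at 0.317 and miR-183-5p at 0.327. miR-9a-5p in the P14 choroid was at 2.69, under the fold the paper gives for it together with miR-182, miR-183-5p and miR-96-5p. It was 3.04 when scaled to total reads. Among miRNAs named as lower at P7, let-7g-5p (0.906), miR-26a-5p (0.95) and miR-26b-5p (0.94) in the retina and let-7e-5p (0.826), let-7a-5p (0.838), let-7f-5p (0.937) and miR-30d-5p (0.865) in the choroid were not below 0.8. In the choroid, let-7e-5p (0.767) and let-7a-5p (0.778) were below it with TMM, and with total reads, chosen after seeing the values, let-7e-5p (0.707), let-7a-5p (0.718) and miR-30d-5p (0.741) were, while let-7f-5p (0.803) and, in the retina, let-7g-5p (0.808), miR-26a-5p (0.848) and miR-26b-5p (0.839) were not. Also named as reduced in the P7 retina, miR-103-3p/107-3p (0.77 in the paper) was at 0.882 here, and at 0.787 with total reads. miR-16-5p, named likewise, was below 1 there but not below 0.8. miR-21-3p, named as highly expressed, had 20.2 RPM in the P7 CTL retina. miR-199a-3p, named as most abundant in both tissues at P7, ranked 15 in the CTL retina and 8 in the CTL choroid.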

Other observations

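The tests between the tissues and between the ages were set before the data were examined, and which lists to tally here was chosen after. Retina and choroid differed in 345 of 687 miRNAs tested across the 12 libraries (edgeR), with 150 higher in the retina and 195 in the choroid. DESeq2 called 428, and leaving out P7, P14 or P17 gave 371, 169 or 155. Among the largest differences were, on the retinal side, the photoreceptor miR-96-5p (log2 3.24, standard error 0.65, adjusted p = 0.00368) and the neuronal miR-124-3p (3.17, 0.65, 0.00389), and on the choroidal side the muscle miR-1-3p (-6.61, 0.92, 0.00158), the mesenchymal miR-199a-5p (-6.54, 1.02, 0.00158) and the epithelial miR-205 (-5.78, 0.83, 0.00158). All 5 photoreceptor miRNAs and 11 of 12 neuronal ones were higher in the retina, and all 6 endothelial, all 9 surface epithelial and 8 of 9 mesenchymal ones were higher in the choroid. Of 100 splits of the libraries, the real one included, only 1, the real one, gave as many calls, and the highest other count was 331, from a split that exchanges the P7 OIR retina and the P7 CTL choroid.

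From P7 to P17 in the retina, 33 miRNAs rose and 40 fell of 641 tested (edgeR, OIR and CTL together), and DESeq2 called 92. The miR-29 family rose (3 of 3), with miR-29b-3p at log2 3.27 (standard error 0.26, adjusted p = 0.0176), and the miR-17 clusters, which act in dividing cells, fell (9 of 9), with miR-20a-5p at -2.82 (0.25, 0.0184). This test rests on 4 libraries, and without either P17 library it called 0.

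The share of retinal RNA implied for each choroid pool was worked out with a formula completed after the data were seen, and the P14 test was chosen after. The formula assumes that the choroid pool of the other arm held no retina. It also assumes that the retina pool of the same age and arm was pure retina. A hypothesis for the lower retina-enriched miRNAs in the P7 OIR choroid is that more retina was carried over into the CTL pool. In 24 such miRNAs that the paper's text and figures do not name, the median log2 ratio was -1.35. The implied shares lay close together (64.2%, quartiles 57.7% and 73.9%), as carry-over would give. The size of the share is uncertain, since the next paragraph raises non-retinal tissue in the P7 CTL retina pool, against the second assumption. At P14 the median was 0.61 and the implied share 11.7%, which does not separate carry-over from a change in the choroid. A change within choroidal cells at P7 was not tested and stays open.

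The prediction for the P7 retina was written before the files were examined, though after the paper's figures had been read. A hypothesis for the lower vascular miRNAs there is that the CTL pool held more non-retinal tissue. Choroid-enriched miRNAs of striated muscle and surface epithelium, 15 in all, had a median log2 ratio of -2.41 (-3.66 to -1.32), and the 4 endothelial ones that are choroid-enriched -2.17 (-1.69 for all 6 of the list). The miRNAs of striated muscle and surface epithelium were thus lower along with those of vessels, as the hypothesis requires for these lists. The pigment epithelium list, also named in the prediction, had no choroid-enriched member and so did not enter the median of the 15. Its own median log2 ratio in the P7 retina was negative but lay inside the central range of random lists. Vessel loss may add to the change, which 1 library per group cannot separate. The qRT-PCR of Fig 5, which runs in the direction the paper reports, was not analysed here.

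The first of these 2 tests was written before the files were examined and after the paper's values had been read, and the test on total reads was chosen after. A hypothesis for the P17 fold changes that differ from the files is that the OIR level was taken from a neighbouring miRNA of an alphabetical list. By UMIs among miRNA UMIs, 1 of 12 was matched within 5%, where random places give 1.07. The prediction, as written before, counts so few matches against the hypothesis. This unit itself differs from total reads by 7.93% and 9.42%, more than the 5% allowed. The planned test therefore cannot tell for values printed in total reads, a limit seen only after its result. By total reads, 11 of 12 were matched, and 0 of 10000 random draws matched as many (at most 8). All 11 matches lay 1 row away, the row before in the retina and the row after in the choroid. They deviated from the printed values by at most 0.366%, far less than the 5% allowed. Against this hypothesis stands the paper's qRT-PCR of Fig 5, not analysed here, which is reported in the direction of the printed values at P17. It is lower for miR-30a-5p, miR-126a-5p and let-7f-5p and higher for miR-30e-3p, miR-335 and miR-125a-5p. The ratios here had the same direction for let-7f-5p (0.786), miR-30e-3p (1.34) and miR-335 (1.51), so their directions do not bear on a shift. They did not for miR-30a-5p (1.10), miR-126a-5p (1.31) and miR-125a-5p (0.981). By total reads, the OIR level of a neighbour over the own CTL level thus reproduces 11 of the 12 printed sequencing values. The qRT-PCR is a separate measurement, and a shift of rows would not account for its directions in miR-30a-5p, miR-126a-5p and miR-125a-5p. How both came about stays open.

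Splits of the libraries into other groups were set before the data were examined. For OIR across ages, 10 of 10 splits, the real one included, gave at least as many calls as the real one in the retina (0, with 11 as the highest other) and in the choroid (0 and 0), and 10 of 10 did for the difference between the tissues (0 and 0). With 0 calls in the real grouping, every split must give at least as many, so these comparisons carry no information on chance.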
